# YAP in epithelium senses gut barrier loss to deploy defenses against pathogens

**DOI:** 10.1371/journal.ppat.1008766

**Published:** 2020-08-28

**Authors:** Yi-Cheng Ma, Zhong-Shan Yang, Lan-Qing Ma, Ran Shu, Cheng-Gang Zou, Ke-Qin Zhang

## Abstract

Pathogens commonly disrupt the intestinal epithelial barrier; however, how the epithelial immune system senses the loss of intestinal barrier as a danger signal to activate self-defense is unclear. Through an unbiased approach in the model nematode *Caenorhabditis elegans*, we found that the EGL-44/TEAD transcription factor and its transcriptional activator YAP-1/YAP (Yes-associated protein) were activated when the intestinal barrier was disrupted by infections with the pathogenic bacterium *Pseudomonas aeruginosa* PA14. Gene Ontology enrichment analysis of the genes containing the TEAD-binding sites revealed that “innate immune response” and “defense response to Gram-negative bacterium” were two top significantly overrepresented terms. Genetic inactivation of *yap-1* and *egl-44* significantly reduced the survival rate and promoted bacterial accumulation in worms after bacterial infections. Furthermore, we found that disturbance of the E-cadherin-based adherens junction triggered the nuclear translocation and activation of YAP-1/YAP in the gut of worms. Although YAP is a major downstream effector of the Hippo signaling, our study revealed that the activation of YAP-1/YAP was independent of the Hippo pathway during disruption of intestinal barrier. After screening 10 serine/threonine phosphatases, we identified that PP2A phosphatase was involved in the activation of YAP-1/YAP after intestinal barrier loss induced by bacterial infections. Additionally, our study demonstrated that the function of YAP was evolutionarily conserved in mice. Our study highlights how the intestinal epithelium recognizes the loss of the epithelial barrier as a danger signal to deploy defenses against pathogens, uncovering an immune surveillance program in the intestinal epithelium.

## Author summary

The intestinal epithelial barrier is an important line of defense against pathogenic bacteria infecting the intestine. Persistent bacterial infections can cause disruption of the intestinal barrier; however, how the epithelia immune system recognizes the loss of intestinal barrier as a danger signal to activate self-defense against pathogens is unclear. Using the nematode *Caenorhabditis elegans* as a model animal, we show that the EGL-44/TEAD transcription factor and its transcriptional activator YAP-1/YAP (Yes-associated protein) are activated when the intestinal barrier is disrupted by bacterial infections. Gene Ontology enrichment reveals that EGL-44/TEAD orchestrates a complex host response composed of innate immune response and defense response to Gram-negative bacteria. Furthermore, our data demonstrate that YAP-1/YAP and EGL-44/TEAD are required for resistance to infections with pathogenic bacteria when the intestinal barrier is disrupted in worms and mice. Our study reveals a novel strategy for the intestinal epithelium to sense danger through its internal architecture and initiate innate immunity.

## Introduction

The intestinal epithelium forms a physical barrier to limit entry of pathogens, microbial antigens, and toxins from the luminal environment into the mucosal tissues [1–3]. The epithelial barrier function is regulated by an apical junctional complex, consisting of the apical tight junctions (TJs), the subjacent adherens junctions (AJs), and the underlying desmosomes [3, 4]. TJs are composed of multiple integral transmembrane proteins, such as claudins, occludins, junctional adhesion molecules, and tricellulin, and cytosolic scaffold proteins, such as cingulin and zonulae occludens (ZOs) [3]. AJs are composed of a cadherin (E-cadherin)-catenin complex and its associated proteins [4, 5]. The cytoplasmic tail of E-cadherin interacts with the Armadillo repeat protein β-catenin, which in turn binds α-catenin. TJs and AJs link epithelial cells to form an extremely effective barrier to macromolecules and bacteria [6].

In addition to their primary function as a physically protective barrier, the intestinal epithelial cells can deploy a variety of mechanisms to activate inflammatory and immune responses against microbial pathogens [6–9]. For example, secretory intestinal epithelial cells are capable of producing and secreting mucins and antimicrobial peptides [7, 9]. In addition, intestinal epithelia express various innate pattern recognition receptors (PRPs), such as Toll-like receptors (TLRs) and nucleotide-binding and oligomerization domain (NOD)-like receptors (NLRs), [6, 7, 9]. These receptors recognize a variety of microbial ligands or endogenous signals associated with pathogenesis, triggering transcriptional expression of inflammatory factors and antimicrobial peptides that coordinate the elimination of pathogens. Persistent bacterial infections cause disruption of the intestinal barrier [10–13]. Disruption of junction proteins occurs through degradation by bacterial proteases or by biochemical alterations, such as phosphorylation or dephosphorylation [14].

Accumulating evidence has demonstrated that in *Drosophila*, intestinal epithelial damage caused by toxins and bacterial infection induces proliferation and differentiation of intestine stem cells to replenish damaged cells [15, 16]. During epithelial cell damage, Yorkie is activated, and induces such proliferation of intestine stem cells [17, 18]. YAP (ortholog of Yorkie in *Drosophila*) is a major downstream effector of the Hippo signaling pathway [19–21]. The core components of Hippo-YAP signaling, initially discovered in *Drosophila*, are highly conserved in mammals [22]. During activation of this pathway, the MST1/2 (mammalian Ste20-like kinases 1/2, orthologs of Hippo in *Drosophila*) activates the downstream kinase LATS1/2 (large tumor suppressor 1/2, orthologs of Warts in *Drosophila*). LATS1/2 then phosphorylates YAP, resulting in its cytoplasmic retention. If Hippo signaling is reduced, the dephosphorylated YAP is translocated into the nucleus, where it binds to and activates the transcription factor TEAD (TEA Domain). Accumulating evidence indicates that YAP interacts with some of the components of the apical junctional complex, such as angiomotin (AMOT) family proteins [23, 24] and α-catenin [25, 26]. Together, these proteins in TJs and AJs modulate cell proliferation through regulating YAP activity [23–26].

Recent studies have demonstrated that YAP is involved in innate immune responses to a variety of pathogens. For instance, verteporfin, an inhibitor of YAP/TEAD interactions, renders mice susceptible to gut infection by the helminth parasite *Trichuris muris*, suggesting a protective role of the YAP-TEAD complex in epithelial cells [27]. In contrast, flies with overexpression of Yorkie in fat bodies exhibit susceptibility to infection by Gram-positive bacteria [28]. In the fat body of flies, Yorkie mediates expression of the *Drosophila* IkB homolog, Cactus, which in turn suppresses the NF-kB family transcription factors Dorsal (Dl) and Dorsal-related immune factor (Dif) by retaining the latter in the cytoplasm. Likewise, an inhibitory role of YAP in the NF-kB signaling has also been demonstrated in mammals [29, 30]. In addition, YAP has been identified as a negative regulator of host antiviral responses in mammalian cells [31, 32]. YAP prevents the phosphorylation and nuclear translocation of the transcription factor IRF3, thus inhibiting IRF3-mediated production of type I interferon and interferon-stimulated genes in response to virus infection.

The model organism *Caenorhabditis elegans* is capable of detecting infection and protecting itself from diverse pathogens [33–35]. In this report, we took advantage of the simple intestine of *C*. *elegans* to elucidate the role of the intestinal epithelium in host defense against bacterial infection when the epithelial barrier is disrupted. Here we reported that the YAP-TEAD complex was crucial for host defense against bacterial infections. YAP-1/YAP was activated when the E-cadherin complex was disturbed and the intestinal barrier was disrupted during bacterial infections. Mutations in *egl-44* and *yap-1* led to a defect in host defense against pathogen infections in *C*. *elegans*. Similarly, we showed that YAP was also activated in the gut of mice during loss of the intestinal barrier integrity and required for resistance to bacterial infections. Thus, EGL-44/TEAD and YAP-1/YAP play an important role in innate immune responses to bacterial infections.

## Results

### EGL-44/TEAD transcription factor is involved in host response to disruption of barrier during infection

We first used two dyes, a food dye FD&C Blue No. 1 and the fluorescein isothiocyanate (FITC)-dextran of 40 kD, to evaluate intestinal epithelial barrier disruption [36]. A significant increase in permeability of the barrier was detected in worms at 24 and 48 hours, but not 12 hours, after infection with the Gram-negative bacterium *P*. *aeruginosa* PA14 (Fig 1A and 1B). In contrast, the barrier integrity remained intact in worms fed the standard laboratory food bacterium *Escherichia coli* OP50 (Fig 1A and 1B). Similar results were obtained from worms infected with another Gram-negative bacterium, *Salmonella enterica* serovar Typhimurium 468 (S1A and S1B Fig).

**Fig 1:**
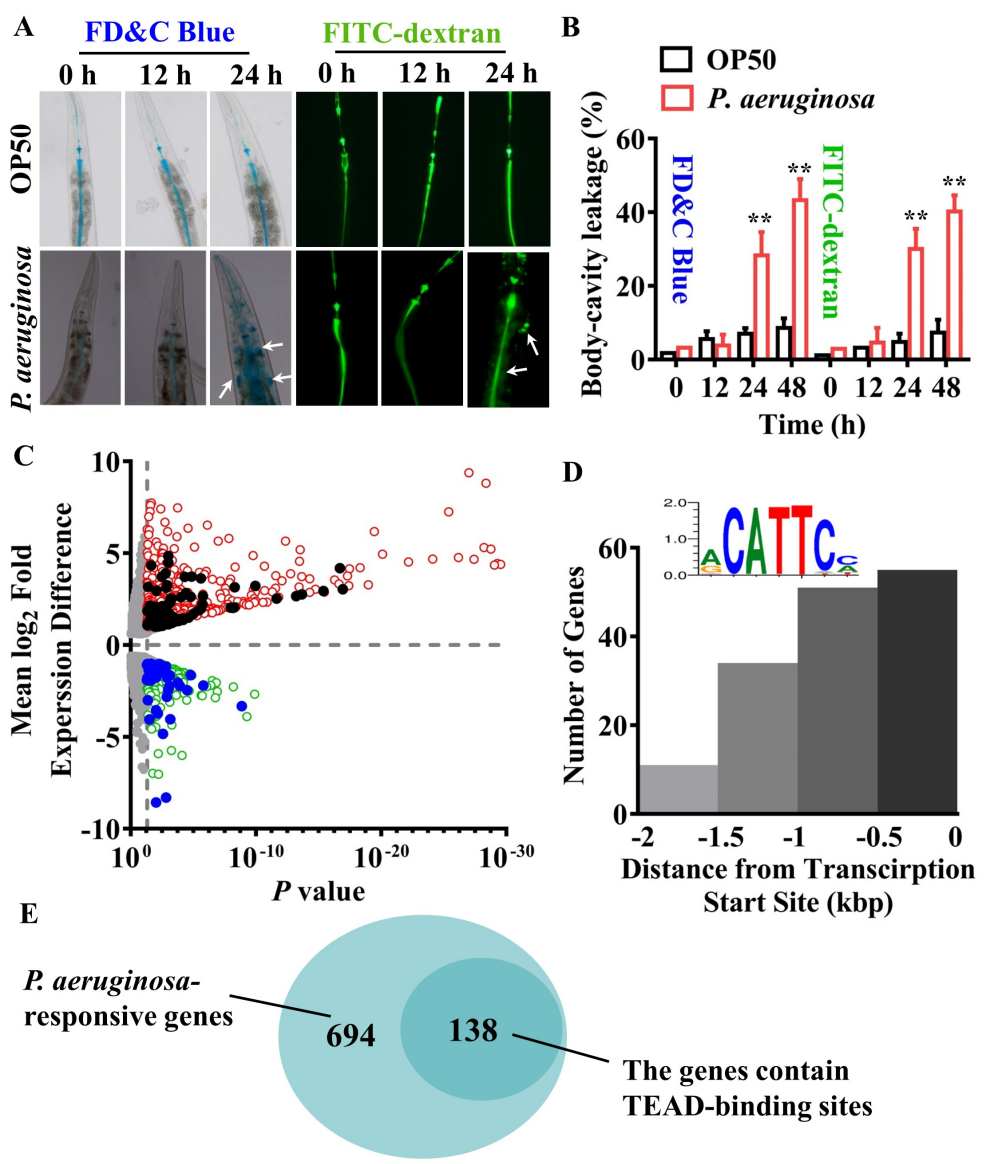
EGL-44/TEAD transcription factor responses to disruption of intestinal barrier induced by *P*. *aeruginosa*. **(A)** Intestinal permeability measured by food dye FD&C Blue No. 1 (FD&C Blue) and FITC-dextran staining in wild type (WT) worms exposed to *P*. *aeruginosa* PA14 or fed *E*. *coli* OP50 at 0 h, 12 h, and 24 h, respectively. **(B)** Quantification of body-cavity leakages was measured in animals over time. These results are means ± SD of three independent experiments (n ≥ 50 worms per experiment). **P < 0.01 relative to 0 h (One-way ANOVA followed by a Student-Newman-Keuls test). **(C)** Volcano Plot for differential gene expression in worms exposed to *P*. *aeruginosa*. The red dots represent the significantly upregulated genes and the green dots represent the significantly downregulated genes. The black and blue dots represent the 92 upregulated genes and 46 downregulated genes whose promoters contain the TEAD-binding sites, respectively. **(D)** Distribution of the identified CATTCC DNA motif in the promoter regions of genes in *C*. *elegans* responsive to *P*. *aeruginosa* infection. Insert shows logo representation of identified CATTCC DNA motif. **(E)** A Venn diagram comparing the overlap in *P*. *aeruginosa*-regulated genes and the genes whose promoters contain the TEAD-binding sites.

Two previous studies using whole-genome microarrays revealed that a set of immune response genes, such as C-type lectins, lysozymes, and CUB-like genes, were significantly induced during *P*. *aeruginosa* PA14 infection [37, 38]. To clarify the mechanisms of innate immune responses mediated by epithelial barrier disruption, we used RNA-Seq analysis to study the transcriptional profiles of worms at 24 hours after *P*. *aeruginosa* PA14 infection versus worms fed *E*. *coli* OP50. 

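The authors deposited FPKM values of 20541 genes for 3 RNA-Seq libraries of WT worms fed *E. coli* OP50 and 3 of WT worms exposed to *P. aeruginosa* PA14 for 24 h at 25°C. The aligner, the genome build, the annotation and the counting of reads are not given in the sources used here. Low FPKM values are whole multiples of the value of 1 read, so the library totals could be recovered from them. For 99.16% of the genes above 0, the values lay within 0.01 of a whole number of reads. The totals were 14898657 to 17293200 reads for worms fed *E. coli* OP50 (median 16020488) and 14084626 to 16320443 reads for worms exposed to *P. aeruginosa* PA14 (median 15689758). At these totals, 1 read on a transcript of 1 kb was worth 0.0578 to 0.0710 FPKM. A value of 0 on such a transcript allows up to 0.1735 to 0.213 FPKM (3 reads, counting error only). Log2 fold changes were estimated with limma (limma-trend) on log2(FPKM + 0.5) for genes with a mean of at least 0.5 FPKM over the libraries compared. A gene counted as differentially expressed at a p under 0.05 and a fold change over 2, the limits the paper states. The paper does not say whether its p is adjusted, and the unadjusted limma p was used here.

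The paper states for all its experiments that they were done at least 3 times, and gives no number of libraries for the RNA-Seq. The log2 fold changes of S1 and S2 Tables were therefore set against the log2 ratio of mean FPKM, scaled by median-of-ratios factors, in each of 49 subsets of the 6 libraries. The subset of PA14 replicates 1 and 3 and all 3 OP50 libraries matched 821 of 821 genes within 0.05, and the next best subset matched 22.7% of its genes. All 6 libraries matched 69 of 821 genes, and no gene had the opposite sign. Values are given first for these 5 libraries, without PA14 replicate 2, and then for all 6. The sample numbers of the 6 WT libraries run without a gap, with PA14 replicate 2 between replicates 1 and 3. The numbering argues against an addition of this library to the deposit afterwards. A reason for leaving it out of the paper's comparison is not given in the sources used here. Its log2 FPKM correlated across genes with replicates 1 and 3 at Pearson's r = 0.927 and 0.870, compared with 0.964 between replicates 1 and 3 and 0.937 to 0.984 between OP50 replicates. Genes are not independent replicates, so no p is given. The copy of S1 Table used here holds 592 of the paper's 593 genes, and no enrichment or overlap was computed on it.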

Among the 832 differentially expressed genes, 593 were upregulated, and 239 were downregulated in wild type (WT) animals (*P* < 0.05 and fold change cut-off > 2.0) (Fig 1C; S1 and S2 Tables). These results revealed the host’s broad transcriptional response to *P*. *aeruginosa* infection during disruption of the intestinal barrier. 

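Among 15345 genes tested without PA14 replicate 2, 918 were differentially expressed, 751 upregulated and 167 downregulated. Among 15760 genes tested with all 6 libraries, 1383 were differentially expressed, 1102 upregulated and 281 downregulated. At a Benjamini-Hochberg adjusted limma p under 0.05, 102 genes were upregulated and 8 downregulated without PA14 replicate 2, and 114 and 12 with all 6 libraries. Without PA14 replicate 3, 1602 genes were upregulated and 993 downregulated. The downregulated genes numbered 165 without OP50 replicate 1, 144 without OP50 replicate 2 and 426 without OP50 replicate 3. After adjustment, leaving out any 1 of the 3 OP50 libraries, PA14 replicate 1 or PA14 replicate 3 gave 7 to 43 upregulated and 0 to 18 downregulated genes.

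The median log2 fold change of all tested genes was 0.18 without PA14 replicate 2 and 0.25 with all 6 libraries. Of the 1383 genes, 79.7% were upregulated on the deposited FPKM scale. With median-of-ratios scaling, the median of all genes was 0.01 and 52.0% of the differentially expressed genes were upregulated (653 compared with 603 downregulated). With quantile normalization, the median was 0.03 and the share 43.9% (521 compared with 667). Of the genes the paper lists in S1 Table, 553 were tested without PA14 replicate 2, all were higher on *P. aeruginosa* PA14 and 538 passed the limits. With all 6 libraries, 567 were tested, all were higher and 491 passed. Of the genes in S2 Table, 234 were tested without PA14 replicate 2, all were lower and 143 passed. With all 6 libraries, 232 were tested, all were lower and 178 passed. The paper chose both lists on the libraries without PA14 replicate 2, so these directions and counts are not independent evidence.

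*F35E12.5*, *dod-21*, *cld-1*, *C50F7.5* and *F08G2.5* had the largest positive log2 fold changes with all 6 libraries among genes past the adjusted limit whose groups did not overlap. *F35E12.5* (WBGene00009429) had 1390 and 1250 FPKM in PA14 replicates 1 and 3, 329 FPKM in PA14 replicate 2 and 4.76, 5.89 and 12.3 FPKM on *E. coli* OP50. Its log2 fold change was 7.45 without PA14 replicate 2 (standard error 0.39, limma adjusted p = 0.00965) and 6.78 with all 6 libraries (standard error 0.61, limma adjusted p = 0.0106). *dod-21* (WBGene00007873) had 74.2 and 60.7 FPKM in PA14 replicates 1 and 3, 42.1 FPKM in replicate 2 and 0.158, 0.122 and 0.113 FPKM on *E. coli* OP50. Its log2 fold change was 6.74 without PA14 replicate 2 (standard error 0.23, limma adjusted p = 0.00509) and 6.52 with all 6 libraries (standard error 0.28, limma adjusted p = 0.00154). *cld-1* (WBGene00007872) had 60.1, 37.6 and 50.2 FPKM in PA14 replicates 1, 2 and 3 and 0, 0 and 0.225 FPKM on *E. coli* OP50, with log2 fold changes of 6.61 and 6.43. For genes this low on *E. coli* OP50, the 0.5 FPKM added before taking the log2 makes the change smaller than the ratio of the means. *C50F7.5* changed by 4.98 without PA14 replicate 2 and by 5.28 with all 6 libraries, and *F08G2.5* by 4.65 and 4.82. The same rule without PA14 replicate 2 gave *clec-45* (5.82, and 4.81 with all 6 libraries) and *clec-174* (5.35 and 4.75) in place of *C50F7.5* and *F08G2.5*.

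The 5 genes with the largest negative changes by the same rule were *lys-4*, *ilys-5*, *clec-218*, *ttr-44* and *F46F5.9*. *lys-4* (WBGene00003093) had 38.9, 24.5 and 23.9 FPKM in PA14 replicates 1, 2 and 3 and 820, 1320 and 226 FPKM on *E. coli* OP50, with a log2 fold change of -4.33 without PA14 replicate 2 and -4.44 with all 6 libraries. The limma adjusted p of the 5 genes was 0.00945 to 0.0411 with all 6 libraries. Without PA14 replicate 2, *clec-218* had an adjusted p of 0.0243 (log2 fold change -3.57), and the other genes of the 5 had 0.0524 to 0.0952, above the limit of 0.05. The rule without that library gave *clec-218*, *nspc-5* (-2.54, and -2.08 with all 6 libraries), *cpr-5* (-2.47 and -2.58), *fip-2* (-2.45 and -1.86) and *col-149* (-2.10 and -3.10).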

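Gene families were taken by the prefix of the gene symbol and tested with limma's camera at a preset inter-gene correlation of 0.01, which ranks the changes of a family against those of all other tested genes. The p of camera and of limma's fry, which tests a family by itself, were adjusted over the 5 families (Benjamini-Hochberg). The *fbxa-*, *col-* and *ugt-* families were chosen after reading S1 Table. How reads shared by near-identical members were counted is not given in the sources used here, so values of single members are uncertain. Of 146 C-type lectin genes (*clec-*) tested without PA14 replicate 2, 26 were upregulated and 13 downregulated, and of 150 tested with all 6 libraries 31 were upregulated and 14 downregulated. Leaving out OP50 replicate 2 gave 23 upregulated and 8 downregulated genes of the family, median-of-ratios scaling of all 6 libraries 26 and 18, and quantile normalization 22 and 19. The family's median log2 fold change was 0.22 and 0.15 in these sets of libraries, without PA14 replicate 2 and with all 6, and fry put it higher (adjusted p = 0.126 and 0.0526). Camera put the family lower than the other genes (adjusted p = 0.714 and 0.560). With all 6 libraries, the median turned negative (-0.02 and -0.20) and the rank in camera turned higher with median-of-ratios scaling and quantile normalization. Of 13 lysozyme genes (*lys-* and *ilys-*), *lys-1*, *lys-2* and *lys-3* were upregulated and *lys-4*, *lys-5*, *lys-6* and *ilys-5* downregulated, both without PA14 replicate 2 and with all 6 libraries. The downregulated lysozyme genes numbered 8 without OP50 replicate 3. Apart from *lys-4* and *ilys-5*, these genes were named after their values were seen. The log2 fold change of *lys-2* was 3.24 without PA14 replicate 2 and 3.31 with all 6 libraries. The family's median was -1.24 and -1.10, with an adjusted p of 0.286 and 0.0859 in camera and the opposite direction in fry (0.558 and 0.790). The unadjusted camera p with all 6 libraries, 0.0516, went to 0.00132 without OP50 replicate 3 and to 0.0225 without PA14 replicate 1. With any other library left out it was 0.0568 to 0.171. Without OP50 replicate 2 the median was -0.59 and the unadjusted camera p 0.135.

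Of the *fbxa-* genes, 94 of 111 were higher on *P. aeruginosa* PA14 without PA14 replicate 2 (median log2 fold change 0.65, adjusted p = 2.51e-07 in camera and 0.0257 in fry). In all 6 libraries, 104 of 121 were higher (median 0.88, adjusted p = 1.77e-07 and 0.0204), and 46 were upregulated. With median-of-ratios scaling 33 were upregulated and the median was 0.67, and with quantile normalization 25 and 0.61. Camera with an estimated correlation gave p = 0.151. Of the *col-* genes, 92 of 137 were lower without PA14 replicate 2 (median -0.28) and 103 of 140 with all 6 libraries (median -0.94). Camera gave an adjusted p of 7.26e-05 and 1.31e-10, which did not hold in fry (0.787 and 0.617) or with an estimated correlation (p = 0.283 with all 6 libraries). With 1 other library left out, the median of the *col-* genes ranged from -1.89 (without PA14 replicate 3) to -0.71 (without OP50 replicate 2). The median of the *ugt-* genes was 0.09 in both sets of libraries, and camera gave an adjusted p of 0.714 and 0.209. The median turned negative with median-of-ratios scaling (-0.14) and quantile normalization (-0.17) of all 6, and without PA14 replicate 3 (-0.05). Without OP50 replicate 2 it was 0.21.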

To identify transcription factors for host-response induction during intestinal barrier disruption, we investigated which transcription factor binding sites were overrepresented in the promoters of these 832 genes using the BioProspector program [39]. After analyzing 2 kb upstream of the transcription start sites (TSS), we identified an overrepresentation of the CATTCC DNA motif (*P* <1.58E-05) (Fig 1D; S3 Table). Of these *P*. *aeruginosa*-regulated genes, the promoters of 138 genes contain the TEAD-binding sites (Fig 1E; S3 Table). 

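The 138 genes of S3 Table were all found in the deposited files. Of these, 133 were tested without PA14 replicate 2, of which 87 were higher and 46 lower on *P. aeruginosa* PA14. Of these, 85 were upregulated and 24 downregulated at an unadjusted limma p under 0.05 and a fold change over 2. At a limma adjusted p under 0.05 over all genes tested these were 18 and 2. With all 6 libraries, all 138 were tested, 92 higher and 46 lower, and 77 were upregulated and 39 downregulated. At an adjusted p under 0.05 over all genes these were 21 and 3. Leaving out OP50 replicate 1, 2 or 3 or PA14 replicate 1 or 3 gave 1 to 12 upregulated and 0 to 4 downregulated genes at this limit, with 70 to 74 and 25 to 37 at the unadjusted limma p. Adjusted over the list alone, they were 83 and 24 without PA14 replicate 2 and 77 and 39 with all 6 libraries. The paper chose the list on libraries of this experiment, so these counts are not independent evidence. In 111 of the 138 genes (80.4%) the FPKM values of the 3 PA14 libraries did not overlap those of the 3 OP50 libraries, where chance gives 10%. The median log2 fold change of the genes higher on *P. aeruginosa* PA14 was 1.61 without PA14 replicate 2 and 1.65 with all 6 libraries, and that of the genes lower on it was -1.34 and -1.53. The tally of 92 and 46 was the same with median-of-ratios scaling and with quantile normalization of all 6 libraries.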

The CATTCC motifs were preferentially localized within the first 1000 bp upstream of potential target TSS (Fig 1D). This DNA sequence is a consensus motif recognized by TEAD transcription factors, the downstream effectors of the Hippo signaling [19–21]. In the *C*. *elegans* genome, the gene *egl-44* encodes the TEAD homolog [40]. We compared these 138 differentially expressed genes containing the TEAD-binding site with *P*. *aeruginosa* PA14 transcriptional responses at 4 hours from a previous study [41]. Of these 138 genes, 36 genes were upregulated and 19 genes downregulated at both 4 hours and 24 hours, whereas 56 genes were upregulated and 27 genes downregulated only at 24 hours, but unchanged at 4 hours (S2 Fig). Therefore, the 138 genes were classified as two clusters: the genes of Cluster I are regulated probably by other transcription factors at 4 hours and by the TEAD/EGL-44-YAP-1/YAP complex at 24 hours, while the genes of Cluster II are regulated mainly by the TEAD/EGL-44-YAP-1/YAP complex at 24 hours during *P*. *aeruginosa* PA14 infection. These results suggest that the TEAD/EGL-44-YAP-1/YAP complex is important for host-response induction during disruption of intestinal barrier.

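Of the 138 genes, 18 that the paper's text names were followed one by one, 6 of Cluster I (*clec-67*, *clec-85*, *tsp-1*, *C49C8.5*, *T25D10.1* and *Y46D2A.2*) and 12 of Cluster II (*clec-83*, *clec-86*, *fbxa-30*, *fbxa-60*, *prx-11*, *zip-10*, *F35E12.2*, *F39G3.5*, *F54E2.1*, *M04C3.2*, *valv-1* and *clec-264*). All 18 were higher on *P. aeruginosa* PA14 both without PA14 replicate 2 and with all 6 libraries. Without PA14 replicate 2, all 18 passed an unadjusted limma p under 0.05 and a fold change over 2, with log2 fold changes of 1.18 to 3.87. The paper chose these genes at the same stated limits on these libraries. Neither this count nor an adjustment over the list alone is therefore independent evidence. With all 6 libraries, the 18 genes had log2 fold changes of 0.80 to 3.82, and 11 passed, 4 of Cluster I and 7 of Cluster II. The other genes, *T25D10.1*, *Y46D2A.2*, *prx-11*, *zip-10*, *F39G3.5*, *F54E2.1* and *M04C3.2*, passed without PA14 replicate 2. *T25D10.1*, *prx-11* and *F39G3.5* also passed without OP50 replicate 2, and *T25D10.1* with 0.1 FPKM added or limma voom. Adjusted over the list alone, the counts were again 18 and 11. Adjusted over all genes tested, 5 passed in each set of libraries. Fewer passed this limit when another library was left out, 1 without OP50 replicate 1, 4 without OP50 replicate 3 and 2 without PA14 replicate 1 or 3. Without OP50 replicate 2 it was 0, with 14 at the unadjusted limma p. *clec-67* (WBGene00018971) had 95.1 and 125 FPKM in PA14 replicates 1 and 3, 85.1 FPKM in PA14 replicate 2 and 15.0 ± 0.877 FPKM (SD, n = 3) on *E. coli* OP50. Its log2 fold change was 2.82 without PA14 replicate 2 (standard error 0.17, limma adjusted p = 0.0119) and 2.70 with all 6 libraries (standard error 0.19, limma adjusted p = 0.00731). *clec-85* (WBGene00021872) had 285 and 231 FPKM in PA14 replicates 1 and 3, 165 FPKM in PA14 replicate 2 and 29.3 ± 8.11 FPKM (SD, n = 3) on *E. coli* OP50, with log2 fold changes of 3.15 and 2.93. *Y46D2A.2* (WBGene00021590) had 33.7 and 37.8 FPKM in PA14 replicates 1 and 3 and 5.26 FPKM in PA14 replicate 2, below the 13.6, 14.0 and 6.56 FPKM on *E. coli* OP50. Its log2 fold change was 1.68 without PA14 replicate 2 (standard error 0.36, limma adjusted p = 0.134) and 0.80 with all 6 libraries (standard error 0.75, limma adjusted p = 0.494). *zip-10* (WBGene00012101) had 20.8 and 31.6 FPKM in PA14 replicates 1 and 3 and 5.76 FPKM in PA14 replicate 2, compared with 6.82, 6.01 and 14.2 FPKM on *E. coli* OP50. In *clec-83* (WBGene00021879), PA14 replicate 2 had 377 FPKM, above the 158 and 218 FPKM of PA14 replicates 1 and 3 and the 66.4 to 81.1 FPKM on *E. coli* OP50.

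**Figure D1:**
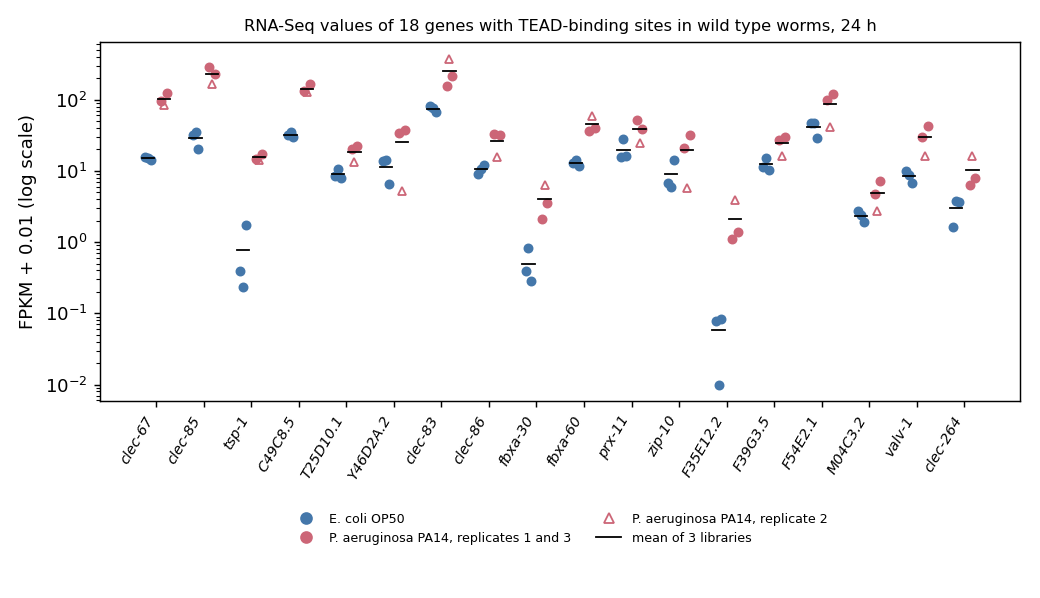
FPKM of the 18 genes in each WT library, with 0.01 added and on a log scale, at 24 h. Circles are worms fed *E. coli* OP50 (blue) and PA14 replicates 1 and 3 (red), open triangles are PA14 replicate 2, and bars are means of 3 libraries. In *Y46D2A.2*, the triangle (5.26 FPKM) lies below the OP50 libraries, and in *clec-83* (377 FPKM) it lies above all other libraries.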

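The transcripts of the complex and of *wts-1* were measured in the same libraries. *egl-44* (WBGene00001208) had 30.4 and 32.9 FPKM in PA14 replicates 1 and 3, 37.5 FPKM in PA14 replicate 2 and 16.1, 21.5 and 16.0 FPKM on *E. coli* OP50. Its log2 fold change was 0.82 without PA14 replicate 2 (standard error 0.19, limma adjusted p = 0.150) and 0.90 with all 6 libraries (standard error 0.19, limma adjusted p = 0.109). Each of the 3 PA14 libraries lay above each of the 3 OP50 libraries, and the exact permutation test gave p = 0.1 (two-sided), the smallest p that 3 against 3 libraries allow. The log2 fold change was 0.65 with median-of-ratios scaling and 0.67 with quantile normalization of all 6 libraries. *yap-1* (WBGene00008748) had 31.7 and 46.8 FPKM in PA14 replicates 1 and 3, 42.9 FPKM in PA14 replicate 2 and 27.0, 28.2 and 21.0 FPKM on *E. coli* OP50. The log2 fold change of *yap-1* was 0.60 without PA14 replicate 2 (standard error 0.24, limma adjusted p = 0.304) and 0.65 with all 6 libraries (standard error 0.22, limma adjusted p = 0.209). *wts-1* (WBGene00007047), which encodes the *C. elegans* orthologue of LATS1/2, had 6.43 and 8.57 FPKM in PA14 replicates 1 and 3, 11.3 FPKM in PA14 replicate 2 and 4.57, 5.97 and 4.85 FPKM on *E. coli* OP50. For *wts-1*, the log2 fold change was 0.50 without PA14 replicate 2 (standard error 0.25, limma adjusted p = 0.381) and 0.69 with all 6 libraries (standard error 0.28, limma adjusted p = 0.238). None of the 3 genes passed the fold change limit or the adjusted limit in either set of libraries. The paper takes the genes whose promoters contain the TEAD-binding sites. It assigns those changed only at 24 h mainly to the TEAD/EGL-44-YAP-1/YAP complex, and from this classification proposes a role of the complex in the host response. For this role it also draws on qRT-PCR in *yap-1* and *egl-44* mutants, on YAP-1 localization and phosphorylation, and on survival. The RNA levels given here do not measure the activation of YAP-1.

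**Figure D2:**
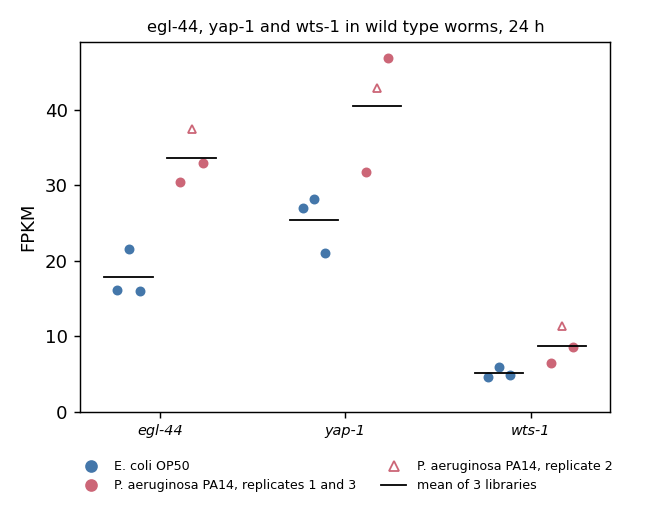
FPKM of *egl-44*, *yap-1* and *wts-1* in each WT library at 24 h. Circles are worms fed *E. coli* OP50 (blue) and PA14 replicates 1 and 3 (red), open triangles are PA14 replicate 2, and bars are means of 3 libraries. In each of the 3 genes the PA14 libraries lie above the OP50 libraries, for *egl-44* at 30.4 to 37.5 compared with 16.0 to 21.5 FPKM.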

### EGL-44/TEAD and YAP-1/ YAP regulates immune response-related genes

Gene Ontology enrichment of the 138 genes containing the TEAD-binding via DAVID revealed that “Innate immune response” (GO: 0045087, *P* < 3.8E-39) and “Defense response to Gram-negative bacterium” (GO: 0050829, P < 2.5E-19) were two top significantly overrepresented terms (Fig 2A). Of these 39 “innate immune response” genes, 35 genes were upregulated and 4 genes were downregulated after *P*. *aeruginosa* PA14 infection. Of these 39 genes in the GO term category “Innate immune response”, 26 and 13 belonged to Clusters I and II, respectively. Using qRT-PCR, we tested the expression of 6 upregulated genes of Cluster I (*clec-67*, *clec-85*, *tsp-1*, *C49C8*.*5*, *T25D10*.*1*, and *Y46D2A*.*2*) and 12 upregulated genes of Cluster II (*clec-83*, *clec-86*, *fbxa-30*, *fbxa-60*, *prx-11*, *zip-10*, *F35E12*.*2*, *F39G3*.*5*, *F54E2*.*1*, *M04C3*.*2*, *valv-1*, and *clec-264*) 24 h after *P*. *aeruginosa* PA14 infection. We found that the mRNA levels of these immune response-related genes were significantly increased in WT worms exposed to *P*. *aeruginosa* PA14 for 24 hours, compared with those in worms fed *E*. *coli* OP50 (Fig 2B). However, the expression of these genes was downregulated by mutations in *yap-1(tm1416)* and *egl-44(mt2247)* mutants after *P*. *aeruginosa* PA14 infection. In contrast, mutations in *yap-1(tm1416)* and *egl-44(mt2247)* did not influence their expression in worms fed *E*. *coli* OP50 (Fig 2B). Meanwhile, we found that knockdown of *yap-1* and *egl-44* reduced the expression of *clec-85p*::*gfp* after *P*. *aeruginosa* PA14 infection (Fig 2C and 2D). Finally, we randomly selected 5 upregulated genes without a TEAD binding site (*dod-21*, *pgp-7*, *F35E12*.*5*, *clec-45*, and *Y51B9A*.*8*) and tested their expression after *P*. *aeruginosa* PA14 infection. We found that expression of these five genes was upregulated, which was independent of the EGL-44/TEAD-YAP-1/YAP complex (Fig 2B). These results demonstrate that the EGL-44/TEAD-YAP-1/YAP complex specifically controls a set of immune response-related genes in *C*. *elegans*.

**Fig 2:**
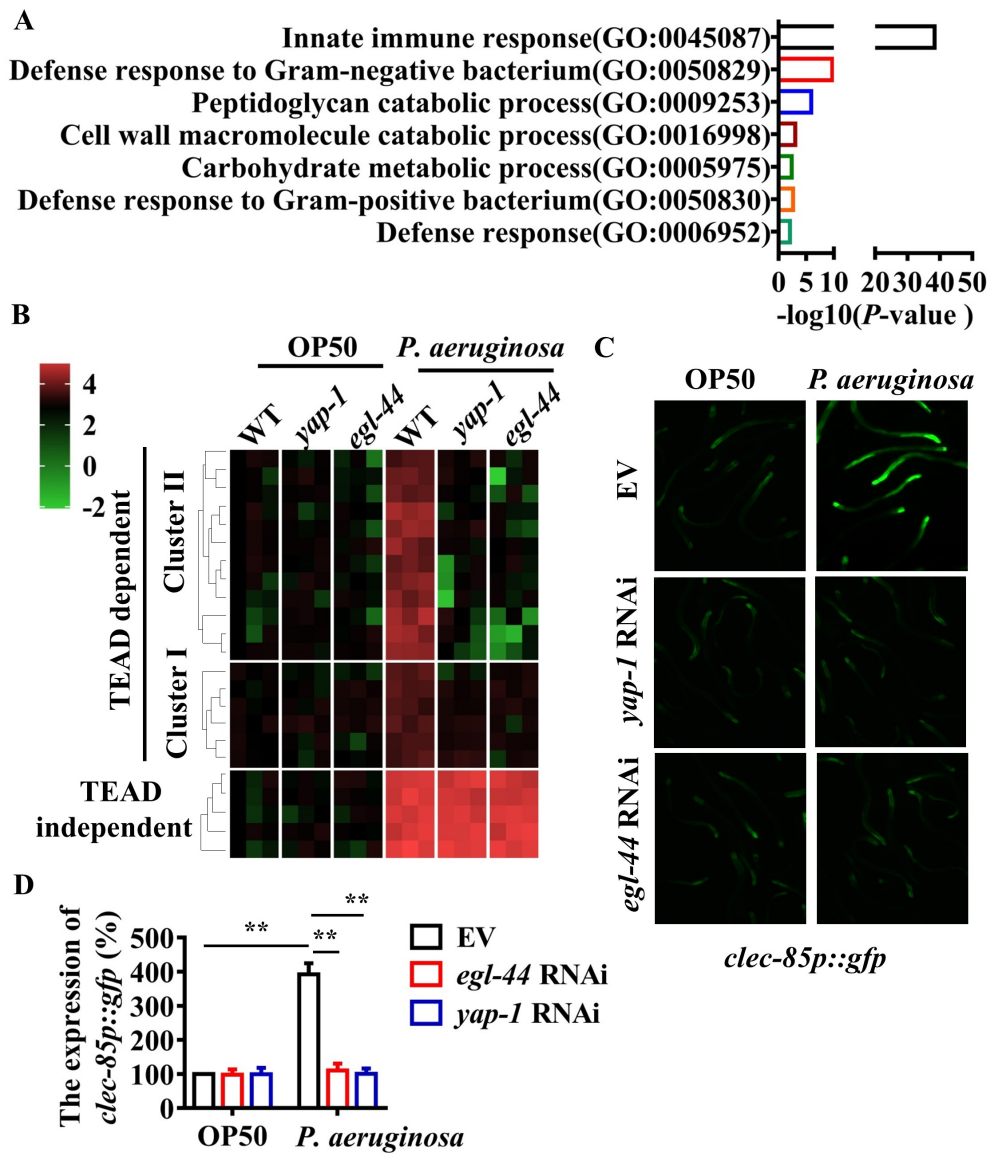
EGL-44/TEAD and YAP-1/YAP regulate the expression of immune-related genes after *P*. *aeruginosa* infection. **(A)** Enrichment analysis of the GO biological process of the *P*. *aeruginosa*-regulated genes containing CATTCC DNA motifs is shown. The enrichment *P* value of each term was transformed to a -log_10_^(*P*-value)^. **(B)** Unsupervised hierarchical clustering of expression levels (qRT-PCR) of YAP-1-EGL-44 complex-dependent immune-related genes as well as YAP-1-EGL-44 complex-independent genes in worms exposed to *P*. *aeruginosa* (24 h) by using Origin 2019b. Each column represents an independent replicate. **(C)** Expression of *clec-85p*::*gfp* was upregulated in worms infected with *P*. *aeruginosa* compared to worms fed *E*. *coli* OP50. Knockdown of *egl-44* and *yap-1* by RNAi reduced such an increase of *clec-85p*::*gfp* expression. **(D)** Quantification of GFP levels. These results are means ± SD of three independent experiments. **P < 0.01 relative to OP50 (n ≥ 50 worms per experiment) (One-way ANOVA followed by a Student-Newman-Keuls test).

### Infection induces nuclear accumulation of YAP-1/YAP in worms during disruption of intestinal epithelial barrier

The transcriptional activity of TEAD requires YAP as a transcriptional coactivator [42, 43]. Thus, the upregulation of the TEAD/EGL-44-mediated immune response is probably due to activation of YAP-1, the *C*. *elegans* orthologue of YAP [40]. To test this hypothesis, we examined the effect of pathogen infections on the nuclear translocation of YAP-1/YAP. Using the transgenic worms expressing *yap-1p*::*yap-1*::*gfp*, we observed that, under standard growth conditions, YAP-1/YAP was mainly located in the cytoplasm in all tissues. However, infections by *P*. *aeruginosa* PA14 and *S*. Typhimurium all induced significant nuclear translocation of YAP-1/YAP in the intestine at 24 hours but not 12 hours after infection (Fig 3A–3C). Western blotting analysis revealed that the levels of phosphorylated YAP-1/YAP were markedly reduced at 24 hours but not 12 hours after infections by *P*. *aeruginosa* PA14 (Fig 3D and 3F) and *S*. Typhimurium (Fig 3E and 3F). These results demonstrate that pathogen infections activate YAP-1/YAP in *C*. *elegans* during disruption of intestinal barrier.

**Fig 3:**
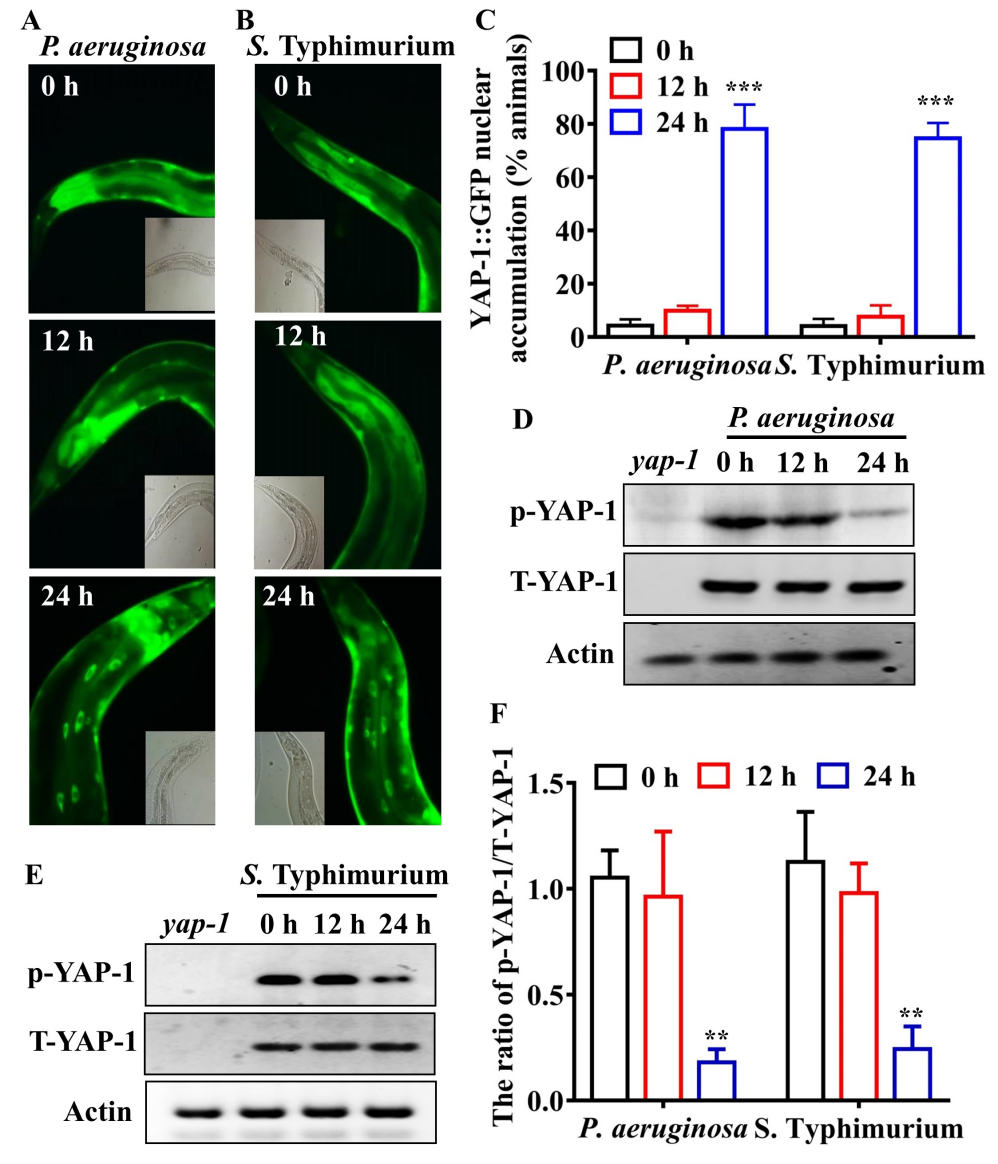
YAP-1/YAP is activated during disruption of intestinal barrier induced by pathogens. **(A and B)** *P*. *aeruginosa* **(A)** or *S*. Typhimurium **(B)** infection led to nuclear translocation of YAP-1::GFP in the intestine of worms. **(C)** Quantification of YAP-1 nuclear accumulation (n = 3 independent experiments, n = 100/condition). ***P < 0.001 relative to 0 h (One-way ANOVA followed by a Student-Newman-Keuls test). **(D and E)** The levels of phosphorylated YAP-1 were reduced in wild type (WT) worms after *P*. *aeruginosa* **(D)** or *S*. Typhimurium **(E)** infection. The blot is typical of three independent experiments. *yap-1*, *yap-1(tm1416)* mutants. **(F)** Quantification of the ratio of p-YAP-1 to total YAP-1. These results are means ± SD of three experiments. **P < 0.01 relative to 0 h (One-way ANOVA followed by a Student-Newman-Keuls test).

### EGL-44/TEAD and YAP-1/YAP are required for resistance to pathogens

We next addressed the question of whether YAP-1/YAP and EGL-44/TEAD were involved in resistance to pathogenic bacteria. We found that *egl-44(mt2247)* and *yap-1(tm1416)* mutants were more sensitive to killing by *P*. *aeruginosa* PA14 (Fig 4A) and *S*. Typhimurium (Fig 4B) than WT worms. Likewise, *egl-44* and *yap-1* RNAi recapitulated the mutant phenotype (Fig 4C and 4D). To determine whether the susceptibility was attributable to accelerated bacterial infections in *yap-1* and *egl-44* mutants, we tested bacterial accumulation in the intestine, and found that the accumulation of *P*. *aeruginosa* PA14 or *S*. Typhimurium expressing GFP in *yap-1(tm1416)* and *egl-44(mt2247)* worms was significantly higher than that in WT worms (Fig 4E). Furthermore, mutations in *yap-1(tm1416)* and *egl-44(mt2247)* markedly increased the colony forming units (CFU) of *P*. *aeruginosa* or *S*. Typhimurium in worms (Fig 4F). Finally, we found that the worms overexpressing *yap-1p*::*yap-1*::*gfp* were more resistant to infections with *P*. *aeruginosa* PA14 (S3A Fig) and *S*. Typhimurium (S3B Fig) than WT worms. In addition, CFU of *P*. *aeruginosa* PA14 or *S*. Typhimurium in the worms overexpressing *yap-1p*::*yap-1*::*gfp* were significantly lower than those in WT worms (S3C Fig). These results suggest that YAP-1/YAP and EGL-44/TEAD are required for defense against bacterial pathogens. Previously, Iwasa et al. reported that a mutation in *yap-1(tm1416)* extended the lifespan of worms, while *yap-1* overexpression shortened the lifespan [40]. Thus, these results indicate that lifespan is not a major factor to determine pathogen susceptibility in *yap-1(tm1416)* mutants.

**Fig 4:**
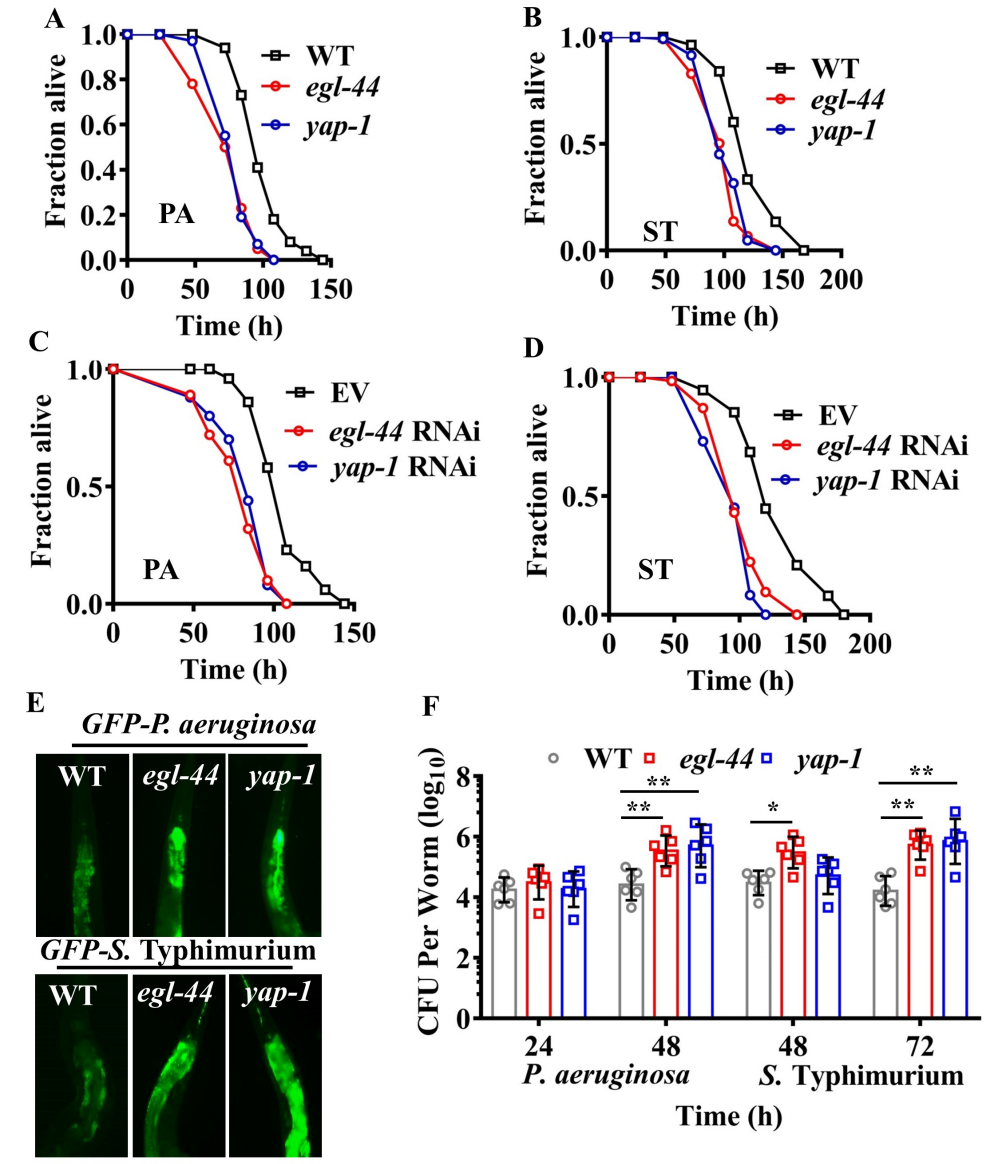
EGL-44/TEAD and YAP-1/YAP are required for host defense against pathogen infections. **(A and B)** *egl-44* and *yap-1* mutants were more susceptible to killing by *P*. *aeruginosa* (PA) **(A)** or *S*. Typhimurium (ST) **(B)** than wild type worms (WT). *P* < 0.01 relative to WT (Log-rank test). **(C and D)** Knockdown of *yap-1* and *egl-44* led to enhanced susceptibility to *P*. *aeruginosa* **(C)** or *S*. Typhimurium **(D)** infection. *P* < 0.01 relative to empty vector (EV) (Log-rank test). **(E and F)** Mutations in *egl-44* and *yap-1* promoted accumulation of pathogens. Fluorescence of worms exposed to *P*. *aeruginosa* for 48 h or *S*. Typhimurium expressing GFP for 72 h is shown **(E)**. The images are representative of three independent experiments. Colony-forming units (CFU) of *P*. *aeruginosa* and *S*. Typhimurium were measured in worms **(F)**. These results are mean ± SD of six independent experiments (n ≥ 50 worms per experiment). *P < 0.05, **P < 0.01 relative to WT (Two-sample t-test).

### Disturbance of the E-cadherin-catenin complex leads to activation of YAP-1/YAP

Accumulating evidence indicates that the apical junctional complex modulates epidermal cells or epithelial proliferation through regulating YAP activity [23–26]. A strong temporal relationship between the permeability of intestinal barrier and the nuclear translocation of YAP-1/YAP raises the possibility that disruption of the epithelial barrier by bacterial infection could activate YAP-1/YAP. To test this hypothesis, we used RNAi to silence the major genes encoding TJ proteins (LAD-1/LiCAM and AJM-1), and the genes encoding AJ proteins (HMR-1/E-cadherin, HMP-1/α-catenin, and HMP-2/β-catenin) [44], in worms fed *E*. *coli* OP50. We found that genetic inactivation of *hmr-1*, *hmp-1*, and *hmp-2*, but not *lad-1* and *ajm-1*, significantly enhanced the nuclear translocation of YAP-1/YAP (Fig 5A and 5B), and reduced the levels of phosphorylated YAP-1/YAP in worms fed *E*. *coli* OP50 (Fig 5C and 5D). To further confirm the activation of YAP-1/YAP, we determined the expression of the 6 Cluster I genes and 12 Cluster II genes mentioned above in worms subjected to *hmr-1* RNAi under normal growth conditions. We found that knockdown of *hmr-1* upregulated their expression (Fig 5E). However, mutations in *yap-1(tm1416)* and *egl-44(mt2247)* inhibited the upregulation of these genes in worms. Likewise, knockdown of *yap-1* and *egl-44* by RNAi reduced the expression of *clec-85p*::*gfp* in worms treated with *hmr-1* RNAi under normal growth conditions (S4 Fig). Next, using transgenic worms expressing *hmr-1p*::*hmr-1*::*gfp* or *hmp-1p*::*hmp-1*::*gfp*, we addressed the question of whether bacterial infections can influence the distribution of HMR-1 and HMP-1 of AJ proteins. HMR-1::GFP and HMP-1::GFP distribution showed the rectangular form in the intestine without bacterial infections (S5A Fig). Disturbance of HMR-1::GFP and HMP-1::GFP distribution became pronounced at 24 hours, but not 12 hours, after *P*. *aeruginosa* PA14 infection (S5A Fig). Similar results were obtained in worms exposed to *S*. Typhimurium (S5B Fig). These results suggest that disruption of the E-cadherin-β-catenin-α-catenin-YAP complex leads to the activation of YAP-1/YAP after bacterial infections.

**Fig 5:**
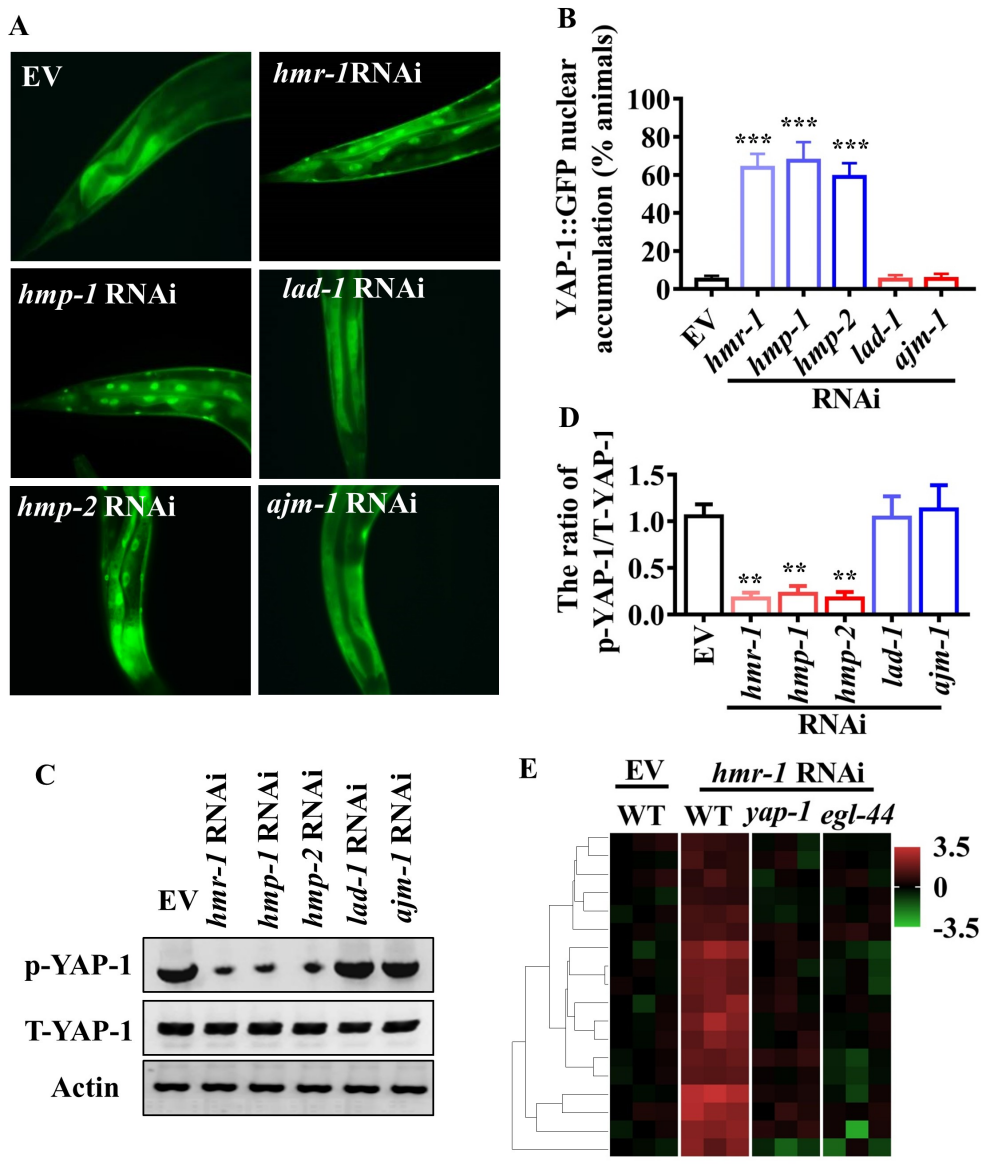
Disruption of adherens junction components leads to activation of YAP-1/YAP. **(A)** Knockdown of *hmr-1*, *hmp-1*, and *hmp-2*, but not *lad-1* and *ajm-1* by RNAi induced nuclear translocation of YAP-1::GFP in worms fed nonpathogenic *E*. *coli* OP50. **(B)** Quantification of YAP-1 nuclear accumulation (n = 3 independent experiments, n = 100/condition). ***P < 0.001 relative to empty vector (EV) (Two-sample t-test). **(C)** The levels of phosphorylated YAP-1 (p-YAP-1). The blot is typical of three independent experiments. **(D)** Quantification of the ratio of p-YAP-1 to total YAP-1 (T-YAP-1). These results are means ± SD of three experiments. **P < 0.01 relative to EV (Two-sample t-test). **(E)** Unsupervised hierarchical clustering of expression levels (qRT-PCR) of immune-related genes in *hmr-1* RNAi-treated worms fed *E*. *coli* OP50 (24 h) by using Origin 2019b. Each column represents an independent replicate. Mutations in *yap-1(tm1416)* and *egl-44(mt2247)* reduced the expression of these genes in the worms.

### PP2A is crucial for the activation of YAP-1/YAP during infection-induced barrier loss

Activation of the Hippo pathway induces the phosphorylation of YAP by the serine/threonine kinase LATS1/2, leading to cytoplasmic sequestration of YAP [22, 42]. We hypothesized that *P*. *aeruginosa* could promote nuclear translocation of YAP by inactivating the Hippo signaling. However, we found that the phosphorylation levels of WTS-1, the *C*. *elegans* orthologue of LATS1/2, were not altered after *P*. *aeruginosa* PA14 infection (S6A Fig), suggesting that there was no significant change in the activation status of WTS-1/LATS1/2. Meanwhile, although knockdown of *hmr-1*, *hmp-1*, and *hmp-2* activated YAP-1/YAP in worms fed *E*. *coli* OP50 (Fig 5A–5C), it failed to influence the phosphorylation levels of WTS-1/LATS1/2 (S6B Fig). These results suggested that the activation of YAP-1/YAP might be independent of the Hippo pathway during disruption of intestinal barrier.

In murine epidermal cells, loss of α-catenin leads to an efficient association of YAP and PP2Ac, the catalytic subunit of the protein phosphatase 2A (PP2A) [25]. PP2Ac mediates the dephosphorylation of YAP, thereby triggering its activation. We thus tested the role of serine/threonine phosphatases in the activation of YAP-1/YAP. We used RNAi to silence serine/threonine phosphatase genes including *gsp-3* and *gsp-4* (the *C*. *elegans* homologs of PP1), *let-92* (the *C*. *elegans* homolog of PP2Ac, the catalytic subunit of PP2A), *paa-1* (the *C*. *elegans* homolog of PP2Aa, the structural subunit of PP2A), *sur-6*, *pptr-2*, *ras-1* and *C06G1*.*5* (the *C*. *elegans* homologs of PP2Ab, the structural subunits of PP2A), *pph-4*.*1* (the *C*. *elegans* homolog of PP4), and *pph-6* (the *C*. *elegans* homolog of PP6). We found that the knockdowns of *let-92*, *paa-1*, and *sur-6*, but not *pptr-2*, *ras-1*, *C06G1*.*5*, *gsp-3*, *gsp-4*, *pph-4*.*1*, and *pph-6*, significantly suppressed the nuclear translocation of YAP-1/YAP at 24 hours after *P*. *aeruginosa* infection (Fig 6A and 6B). Meanwhile, knockdowns of *let-92*, *paa-1*, and *sur-6*, but not other phosphatase genes, substantially restored the phosphorylation levels of YAP-1/YAP at 24 hours after *P*. *aeruginosa* infection (Fig 6C and 6D). Next, we tested whether the expression of the 12 Cluster II immune response genes mentioned above was dependent on *let-92*, *paa-1*, or *sur-6*. We found that the mRNA levels of these genes were downregulated in worms subjected to *let-92*, *paa-1*, or *sur-6* RNAi after *P*. *aeruginosa* PA14 infection (S7A Fig). Meanwhile, knockdown of *let-92*, *paa-1*, or *sur-6* RNAi markedly accelerated worm death and increased CFU of *P*. *aeruginosa* PA14 in worms (S7B and S7C Fig). These results suggest that PP2A is involved in the activation of YAP-1/YAP and required for defense against *P*. *aeruginosa* infection.

**Fig 6:**
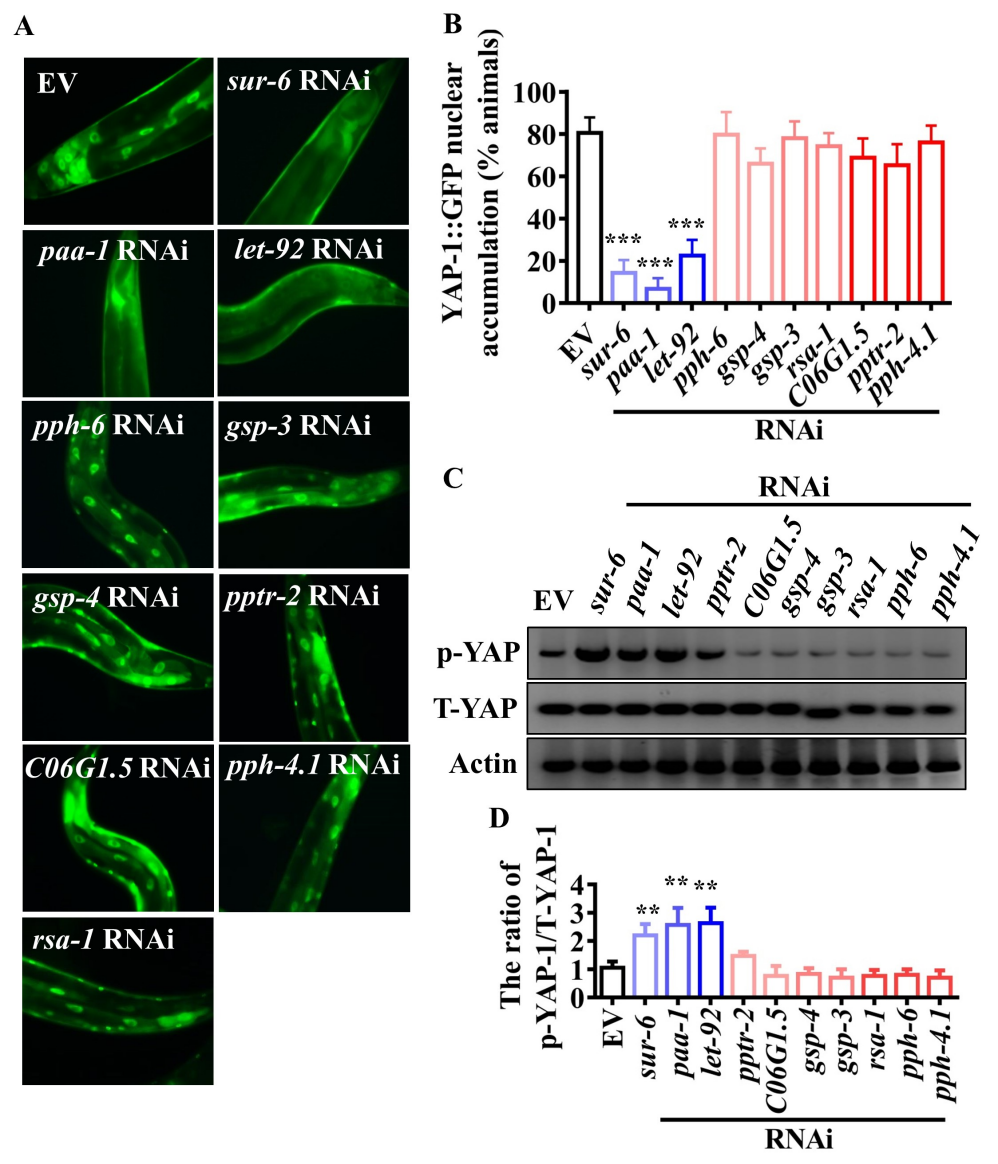
PP2A is involved in activation of YAP-1/YAP in worms during *P*. *aeruginosa* infection. **(A)** Knockdown of *let-92*, *paa-1*, and *sur-6*, but not *pptr-2*, *ras-1*, *C06G1*.*5*, *gsp-3*, *gsp-4*, *pph-4*.*1*, and *pph-6*, by RNAi suppressed the nuclear translocation of YAP-1 at 24 h after *P*. *aeruginosa* infection. **(B)** Quantification of YAP-1 nuclear accumulation (n = 3 independent experiments, n = 100/condition). ***P < 0.001 relative to empty vector (EV) (Two-sample t-test). **(C)** The levels of phosphorylated YAP-1 (p-YAP-1) detected by western blotting. The blot is typical of three independent experiments. **(D)** Quantification of the ratio of p-YAP-1 to total YAP-1 (T-YAP-1). These results are means ± SD of three experiments. **P < 0.01 relative to EV (Two-sample t-test).

Next, we tested the role of PP2A in the activation of YAP-1/YAP in worms subjected to genetic inactivation of *hmr-1* under normal growth conditions. Knockdowns of *let-92*, *paa-1*, and *sur-6* by RNAi markedly inhibited the nuclear translocation of YAP-1/YAP (Fig 7A and 7B). Again, knockdowns of *let-92*, *paa-1*, and *sur-6* substantially restored the phosphorylation levels of YAP-1/YAP in *hmr-1* RNAi worms (Fig 7C and 7D). These results suggest that PP2A is required for the activation of YAP-1/YAP during disruption of intestinal barrier.

**Fig 7:**
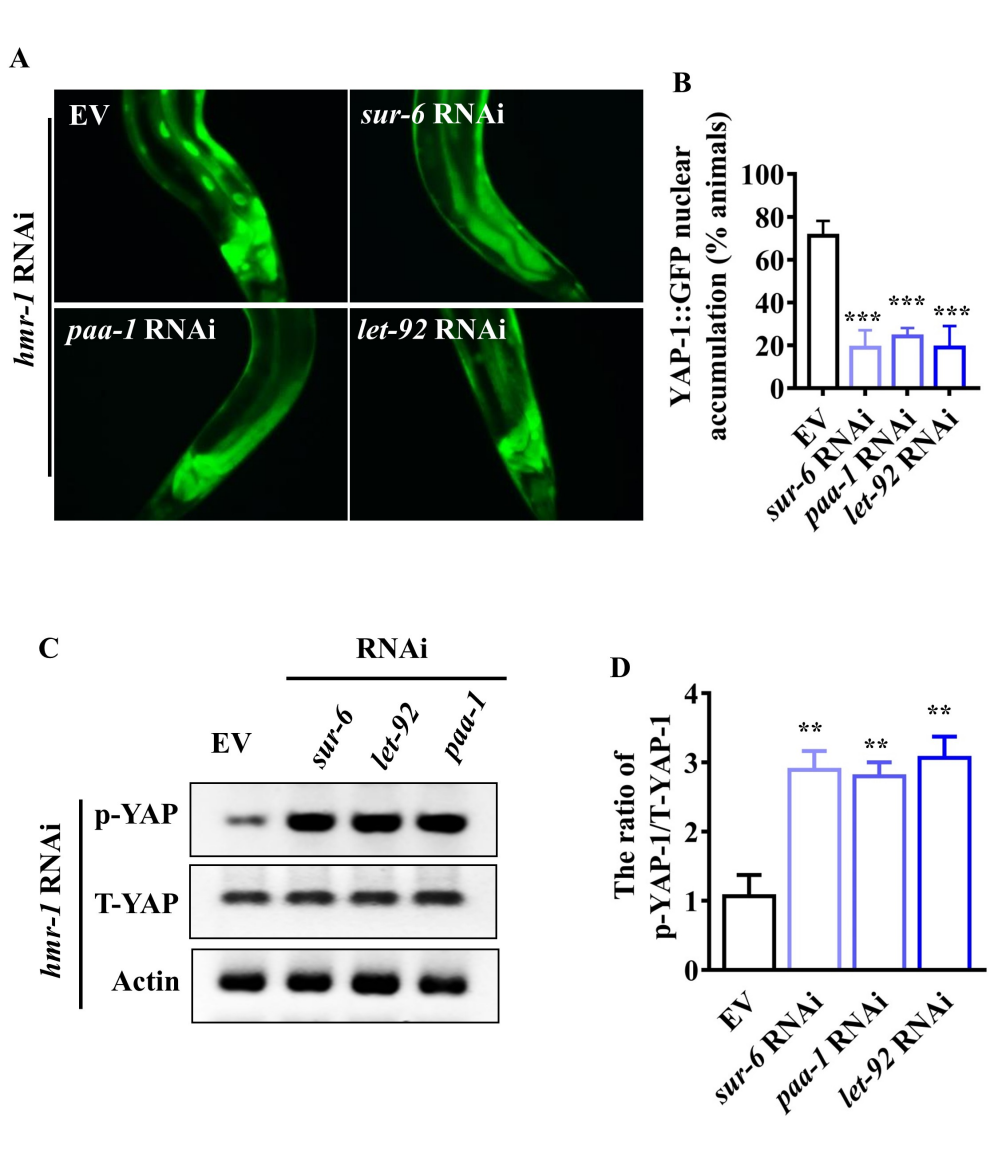
PP2A is required for activation of YAP-1/YAP after knockdown of *hmr-1* fed *E*. *coli* OP50. **(A)** Knockdown of *let-92*, *paa-1*, and *sur-6* suppressed the nuclear translocation of YAP-1/YAP in worms subjected to *hmr-1* RNAi. **(B)** Quantification of YAP-1 nuclear accumulation (n = 3 independent experiments, n = 100/condition). ***P < 0.001 relative to empty vector (EV) (Two-sample t-test). **(C)** Knockdown of *let-92*, *paa-1*, and *sur-6* restored the phosphorylation of YAP-1 in *hmr-1* RNAi worms. The blot is typical of three independent experiments. **(D)** Quantification of the ratio of phosphorylated YAP-1 (p-YAP-1) to total YAP-1 (T-YAP-1). These results are means ± SD of three experiments. **P < 0.01 relative to EV (Two-sample t-test).

### YAP is required for resistance to *P*. *aeruginosa* PA14 or *S*. Typhimurium in mice

To test whether a similar phenomenon exists in the gut of mice, we first analyzed intestinal permeability in mice given *P*. *aeruginosa* PA14 or *S*. Typhimurium by gavage. Both pathogens dramatically induced intestinal barrier permeability, as measured by the dissemination of FITC-dextran 40 kD from the intestine into the bloodstream at 48 hours, but not 12 hours, after infection (S8A Fig). To evaluate the protein levels of E-cadherin, we performed immunofluorescence staining of the intestinal tissues with antibodies against E-cadherin. Immunofluorescence staining revealed that the protein levels of E-cadherin in the colon of mice were markedly decreased at 48 hours, but not 12 hours, after *P*. *aeruginosa* or *S*. Typhimurium infection (S8B Fig). Immunofluorescence staining also showed a significant increase in the nuclear translocation of YAP in the colon of mice infected with *P*. *aeruginosa* PA14 or *S*. Typhimurium at 48 hours (Fig 8A). Meanwhile, the levels of phosphorylated YAP in the colon were markedly decreased 48 hours after *P*. *aeruginosa* PA14 or *S*. Typhimurium infection (Fig 8B and 8C). To test the role of YAP in host defense against bacterial infections in vivo, we knocked out the allele of Yap in the epithelium of the small intestine and colon by crossing floxed YAP mice with Villin-Cre (Vil-Cre) mice. Furthermore, we found that Vil-Cre;Yap^fl/fl^ mice showed a significant reduction in survival rate (Fig 8D and 8E) and body weight (Fig 8F and 8G) after *P*. *aeruginosa* PA14 or *S*. Typhimurium infection. These results indicate that YAP is sufficient to confer protection against bacterial pathogenesis in mice.

**Fig 8:**
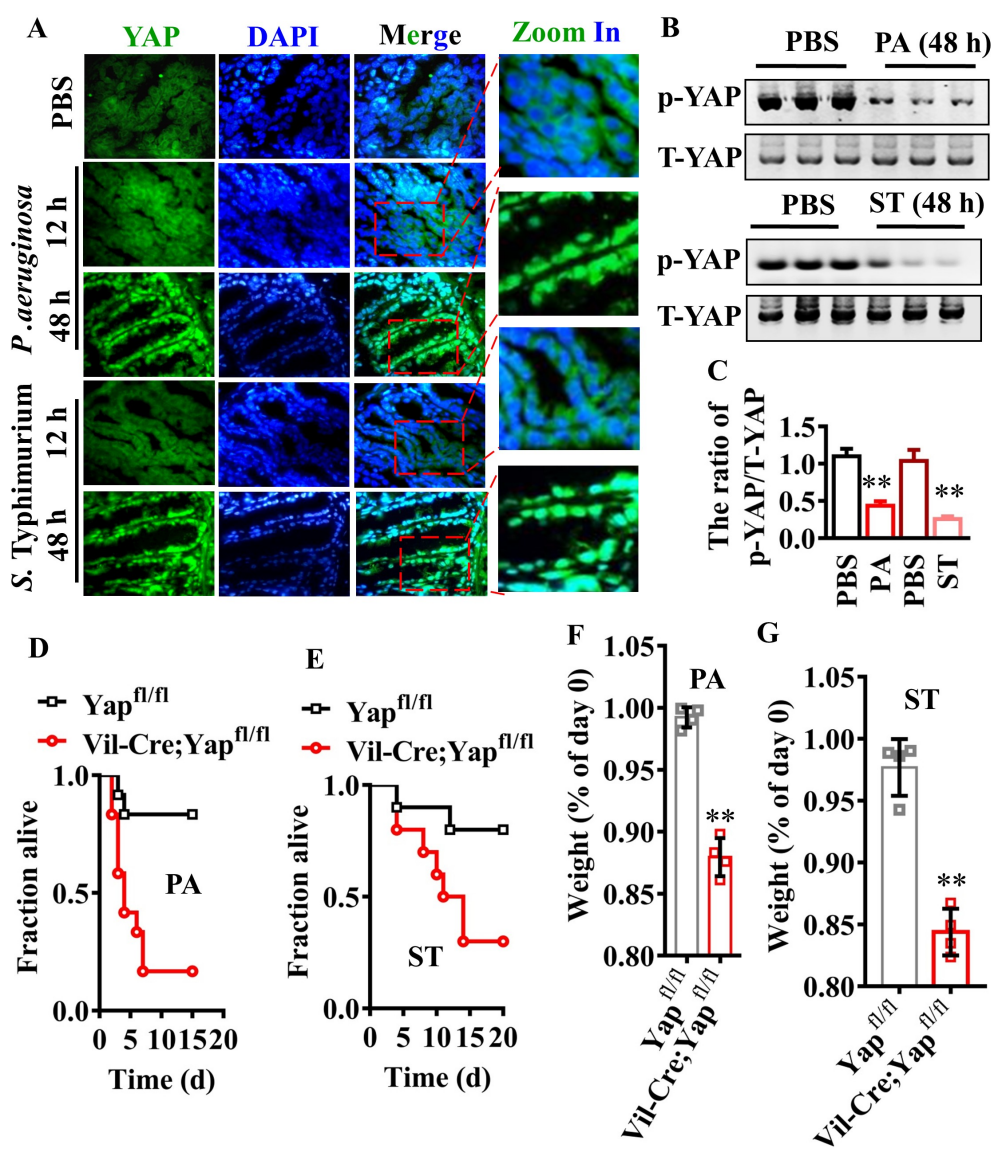
YAP is required for resistance to bacterial infection in mice. **(A)** *P*. *aeruginosa* (PA) or *S*. Typhimurium (ST) infection promoted the activation of YAP in the colon of mice after 48 h of infection. The nuclear translocation of YAP was detected by immunofluorescence staining. The parts on the right side are high-power images. **(B)** The phosphorylated levels of YAP detected by western blotting. The blot is typical of three independent experiments. **(C)** Quantification of the ratio of phosphorylated YAP-1 (p-YAP-1) to total YAP (T-YAP-1). These results are means ± SD of three experiments. **P < 0.01 relative to control (PBS). **(D and E)** Knockout of Yap in the epithelium of the small intestine and colon reduced survival rate after *P*. *aeruginosa* **(D)** or *S*. Typhimurium **(E)** infection (n = 15 each group). *P* < 0.05 relative to Yap^fl/fl^ (Log-rank test). **(F and G)** Knockout of Yap in the epithelium of the small intestine and colon accelerated the loss of body weight after *P*. *aeruginosa* **(F)** or *S*. Typhimurium **(G)** infection These results are mean ± SD of four independent experiments (n = 8/condition). **P < 0.01 relative to Yap^fl/fl^. *p*-Values (C, F and G) were calculated using two-sample t-test.

## Discussion

In the *Drosophila*, Yorkie is activated in response to intestinal epithelial cell damage, and mediates a nonautonomous increase in proliferation and differentiation of intestine stem cells, thereby promoting intestinal regeneration [15–18]. In this study, we characterized a mechanism by which the intestinal epithelium detects danger and triggers innate immune responses to bacterial infection during a breach of the intestinal epithelial barrier. The E-cadherin-catenin complex, the functional unit of AJs, interacts with YAP-1/YAP in the intestine of worms under normal conditions. When the intestinal barrier is infected, disturbances of the HMR-1/E-cadherin, HMP-1/α-catenin, and HMP-2/β-catenin result in the loss of inhibition of YAP-1/YAP in a PP2A dependent manner. Upon activation, YAP-1/YAP is translocated into the nucleus, where it activates EGL-44/TEAD-mediated transcription. Both *yap-1* and *egl-44* are required for resistance to bacterial infection in worms and mice. Importantly, conservation of such delicate danger-detecting machinery embedded within the adhesion architecture may represent an ancient immune surveillance program in the intestinal epithelium of multi-cellular organisms.

The YAP-TEAD complex is widely involved in cell proliferation, differentiation, organ size, tissue regeneration, and stem cell self-renewal [42, 43]. Recent studies indicate that YAP plays sophisticated roles in innate immune responses to different types of pathogens [27, 28, 31, 32]. YAP is involved in innate immune responses to pathogen infections mainly by influencing multiple immune signaling pathways. Our work here demonstrates that the complex of YAP-1/YAP and EGL-44/TEAD are required for resistance to bacterial infection in worms and mice. The complex function as a transcription factor to regulate the expression of immune response-related genes in worms during bacterial infection. In human umbilical vein endothelial cells, overexpression of YAP induces expression of a set of pro-inflammatory genes, such as IL-6, VCAM1, and ICAM1 [45]. Likewise, hepatocyte-specific overexpression of YAP in mice upregulates the expression of inflammatory factors, including IL-1β and TNFα [46]. Thus, YAP may directly regulate a set of genes related to immune and inflammatory responses. The PMK-1-ATF-7 signaling plays a crucial role in innate immunity in *C*. *elegans* [47, 48]. A recent study has demonstrated that the PMK-1-ATF-7 signaling causes broad transcriptional changes including the upregulation of many immune-related genes after *P*. *aeruginosa* infection [41]. However, our results demonstrate that the expression of genes regulated by the EGL-44/TEAD-YAP-1/YAP complex are independent of the PMK-1-ATF-7 signaling (S9 Fig). Previous studies indicate that *pmk-1* mutation leads to increased accumulation of *P*. *aeruginosa* PA14 in the gut of worms at 20–24 hours of infection [47, 49]. In contrast, significant accumulation of *P*. *aeruginosa* or *S*. *Typhimurium* in *yap-1(tm1416)* and *egl-44(mt2247)* mutants only occurred at 48 hours, but not 24 hours. These data implicate that the EGL-44/TEAD-YAP-1/YAP signaling exhibits immune function only after the complex is activated during disruption of intestinal barrier at a late stage of bacterial infection. Thus, these two pathways function in parallel to regulate immune-related genes during pathogen infection.

It has been shown that YAP interacts with proteins found in TJs [23, 24] and AJs [25, 26]. AJs and the E-cadherin-catenin complex have been found to inhibit epithelial proliferation through regulating YAP activity [50, 51]. For instance, E-cadherin mediates contact inhibition of proliferation by promoting the cytoplasmic localization of YAP in a Hippo signaling-dependent manner [50]. Conversely, overexpression of YAP blocks the E-cadherin–mediated contact inhibition of proliferation. Moreover, disruption of AJs by calcium depletion, and E-cadherin or α-catenin RNAi in confluent Caco-2 cells promotes nuclear translocation of YAP [51]. Our data showed that disturbance of E-cadherin, α-catenin, or β-catenin by bacterial infections led to the nuclear translocation and activation of YAP. Our discoveries regarding the function of the YAP-TEAD pathway provide additional insights into the role of the E-cadherin-catenin complex in immunity and inflammation. In mammals, the AMOT family proteins of TJs also regulate YAP activity by recruiting YAP to TJs, thus inhibiting its nuclear translocation [23, 24]. However, we found that genetic ablation of several components of TJs failed to induce the nuclear translocation of YAP-1/YAP in *C*. *elegans*. One possible explanation is that unlike the components of AJs, the TJ components in *C*. *elegans* are not conserved.

It has been well-established that the Hippo pathway kinases LATS1 and LATS2 mediate the degradation of YAP [22, 42]. In this study, bacterial infections reduced the phosphorylation of YAP-1/YAP in *C*. *elegans* during the disruption of intestine barrier. The fact that the phosphorylation of WST-1/LATS1 is not altered implicates that the Hippo signaling itself is unlikely to be involved in the dephosphorylation of YAP-1/YAP during loss of the epithelial barrier. A previous study has demonstrated that α-catenin binding prevents YAP dephosphorylation in murine epidermal cells [25]. Loss of α-catenin leads to an efficient association of YAP and PP2Ac, which potentially dephosphorylates YAP. Consistent with the observation, our data showed that knockdown of *hmr-1*/E-cadherin-mediated dephosphorylation of YAP-1/YAP was also required for PP2A in the intestine of worms. Meanwhile, PP2A is involved in the activation of YAP-1/YAP in worms after bacterial infections. Thus, PP2A is a critical regulator of YAP activation during loss of epithelial barrier.

Interestingly, compromise of the intestinal epithelial barrier occurs commonly in patients with inflammatory bowel disease (IBD) and celiac disease [3, 52–54]. These diseases are characterized by excessive activation of the immune and inflammatory responses. Most current studies attribute the link between intestinal barrier disruption and inflammation to the loss of the physical barrier function and subsequent permeation of luminal bacterial products and antigens and neutrophil transepithelial migration [3, 52]. Our findings suggest a central role of the epithelial cells in triggering inflammatory responses after the intestinal barrier is damaged. Thus, our results implicate that the YAP-TEAD pathway likely contributes to the pathogenesis of IBD and celiac disease that involves chronic inflammation of the digestive tract. Therefore, interventions that suppress the YAP-TEAD pathway might provide new therapeutic avenues for IBD and other inflammatory intestinal diseases associated with barrier loss.

## Materials and methods

### Ethics statement

All mouse experiments, maintenance and care were performed according to protocols approved by the Animal Care and Use Committee of Yunnan University (Permit Number: yuncare20190034). The investigation conforms to the Guide for the Care and Use of Laboratory Animals, published by the US National Institutes of Health. All mice were weighed and monitored daily to ensure animal welfare.

### Nematode strains

Mutations and transgenic strains used in this study include *egl-44(mt2247)* and strains expressing *clec-85p*::*gfp*, *hmr-1p*::*hmr-1*::*gfp*, and *hmp-1p*::*hmp-1*::*gfp*, kindly provided by the Caenorhabditis Genetics Center (CGC; http://www.cbs.umn.edu/CGC), which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440). *yap-1(tm1416)* was kindly provided by the National BioResource Project at Tokyo Women's Medical University School of Medicine. The strain that expresses *yap-1p*::*yap-1*::*gfp* was kindly provided by Dr. Y Hata (Tokyo Medical and Dental University, Japan). Mutants were backcrossed three times into the N2 strain used in the laboratory. All strains were maintained on nematode growth media (NGM) and fed with *E*. *coli* OP50 at 20°C [55].

### Animals

Kunming mice were obtained from the Animal Center, Kunming Medical University, and used at the ages of 3–4 months. Yap^flox/flox^ and Villin-Cre mice were purchased from the Jackson Laboratory and National Resource Center of Model Mice (NRCMM) respectively. To generate a mouse in which Yap was conditionally deleted in the epithelium of the small intestine and colon, Yap^flox/flox^ mice were bred to Villin-Cre mice.These mice were kept under a constant 12-hour light-dark cycle, and were allowed to eat and drink ad libitum.

### Infection of worms with bacteria

Synchronized populations of worms were cultivated at 20°C until they reached maturity. For survival assays of worms, 75 μg/ml of 5’-fluoro-2’-deoxyuridine (FUdR) was added to the assay plates to abolish the growth of progeny [56]. *P*. *aeruginosa* PA14 (a gift from Dr. K Zhu, Institute of Microbiology, CAS), *S*. *enterica* Typhimurium 468, and *S*. *aureus* ATCC 25923 (a gift from Dr. WH Lee, Kunming Institute of Zoology, CAS) were cultured in Luria broth (LB), then seeded on slow-killing plates as described previously [48]. *P*. *aeruginosa* or *S*. Typhimurium was incubated first for 24 h at 37°C and then for 24 h at 25°C. 50–60 young adult animals were transferred onto the plates at 25°C. The numbers of living worms were measured at 12 h intervals. Immobile worms unresponsive to touch were scored as dead. Worms that crawled off the plate were censored. Three plates of each genotype were used per assay and all experiments were performed four times. The sizes of sample for each assay are provided in S4 Table.

### Intestinal barrier function assay in worms

Intestinal barrier function was determined according to the method described previously with some modifications [57]. Briefly, 50–60 synchronized young adult animals were transferred onto the slow-killing plates containing pathogenic bacteria at 25°C. After 6–48 h of infections, the worms were removed from the NGM plates and suspended for 2.5 h in M9 liquid medium containing *E*. *coli* OP50 (OD = 0.5–0.6), either 5% food dye FD&C Blue No. 1 (Bis[4-(N-ethyl-N-3-sulfophenylmethyl) aminophenyl]-2-sulfophenylmethylium disodium salt) (AccuStandard, New Haven, CT) or 15 μg/ml of FITC-dextran of 40 kD (Sigma, St. Louis, MO). Animals were collected and washed four times with M9 buffer. Then the worms were mounted in M9 onto microscope slides. The slides were viewed using a Zeiss Axioskop 2 Plus fluorescence microscope (Carl Zeiss, Jena, Germany) to observe the leakage of the dyes in the body cavity. The rate of body-cavity leakage was calculated as a percentage by dividing the number of worms with dye leakage by the number of total worms. For each time point, three independent experiments were carried out. In each experiment, 50–60 of worms were calculated.

### RNA-Seq analysis

After 24 h of infection by *P*. *aeruginosa* PA14, worms were collected and sent to Novogene Corporation (Beijing, China) for RNA-sequencing analysis. *P* < 0.05 and fold change > 2 was used as a threshold for differential expression. The GEO accession number is GSE 121091.

### Identification of CATTCC Motif in the Promoters of *P*. *aeruginosa*-Induced genes expressed in intestine

We extracted upstream sequences for 832 genes responsive to *P*. *aeruginosa* PA14 infection from Ensembl. Shared upstream motifs were identified by using the BioProspector program [39]. To compare the prevalence of identified motifs in promoters of the genes, we searched these promoters using MAST [58]. A motif occurrence is defined as a position in the sequence whose match to the motif has position p-value less than 0.0001. The CATTCC motif logo was prepared using WebLogo (http://weblogo.berkeley.edu).

### RNA interference

RNAi bacterial strains containing targeting genes were obtained from the Ahringer RNAi library [59]. In the current study, all clones were verified by sequencing. RNAi feeding experiments were performed on synchronized L1 larvae at 20°C. Briefly, *E*. *coli* strain HT115(DE3) expressing dsRNA was grown overnight in LB broth containing 100 μg/ml ampicillin at 37°C, then spread onto NGM plates containing 100 μg/ml ampicillin and 5 mM isopropyl 1-thio-β-D-galactopyranoside (IPTG). The RNAi-expressing bacteria were grown overnight at 25°C. Synchronized L1 larvae were placed on RNAi plates at 20°C until they reached maturity. Young adult worms were used for further assays.

It should be noted that the following mutants exhibited lethal phenotypes: *hmr-1*, *hmp-1*, *hmp-2*, *sur-6*, *paa-1*, *let-92*, *pptr-2*, *rsa-1*, *pph-6*, *pph-4*.*1*, and *ajm-1*. We thus tested the functions of these genes by RNAi. We knockdown *hmr-1*, *hmp-1*, *hmp-2*, *paa-1*, *let-92*, *pptr-2*, *pph-6*, *pph-4*.*1*, and *ajm-1* in a 1/4 dilution, and knockdown *sur-6* and *rsa-1* in a 1/10 dilution. Knockdown of these genes in dilution results in a decrease in their expressions (S10 Fig). For double RNAi experiments, the parental worms (P0) are subjected to *hmr-1* RNAi in a 1/4 dilution. Then the offspring generations (F1) are subjected to *yap-1* and *egl-44* RNAi without dilution, *paa-1* and *let-92* RNAi in a 1/4 dilution, and *sur-6* RNAi in a 1/10 dilution.

### Construction of *hmp-1* RNAi

To generate a clone directed against *hmp-1*, a 1075 bp DNA fragment of *hmp-1* was chemically synthesized (Generay Biotech Co., Shanghai, China), and subcloned into a NotI-KpnI linearized L440 feeding vector [59]. The resulting vector containing *hmp-1* was confirmed by DNA sequencing.

### YAP-1/YAP Nuclear localization assay

After bacterial infections or treatment with RNAi, the worms expressing *yap-1p*::*yap-1*::*gfp* were immediately mounted in M9 onto microscope slides. The slides were viewed using a Zeiss Axioskop 2 Plus fluorescence microscope. The status of YAP-1/YAP localization was categorized as cytosolic localization or nuclear localization when localization was observed throughout the body from head to tail. When nuclear localization was visible, but not completely throughout the body, the status of YAP-1/YAP localization was characterized as intermediate localization. The numbers of worms with each category of YAP-1/YAP localization were counted. About 100 nematodes were counted in each experiment.

### Infection of Mice with *P*. *aeruginosa* or *S*. Typhimurium

To induce infections, SPF mice were infected by gavage with the doses of 1×10^7^ CFU of *P*. *aeruginosa* or *S*. Typhimurium expressing GFP for 12 to 72 hours. Then the mice were injected by gavage with FITC-dextran 40 KD (600 mg/kg body weight; Sigma) dissolved in sterile PBS buffer 4 hours before they were anesthetized and sacrificed. Then ~0.5 ml of blood was collected by cardiac puncture for measurement of intestinal permeability. Meanwhile, the colon tissues and feces were collected and washed with PBS buffer three times. The tissues were excised for immunofluorescence staining and western blotting.

### Measurement of Intestinal Permeability in Mice

Intestine barrier integrity was determined by FITC-dextran leakage assay. 10 μl of serum was transferred into 96-well plates in a Spectra Max M5 fluorescent microplate reader (Molecular Devices, Sunnyvale, CA) for quantification of FITC fluorescence with excitation at 488 nm and emission 518 nm. The levels of serum FITC-dextran were determined using a standard curve.

### Quantitative RT-PCR

Total RNA was extracted from worms with TRIzol Reagent (Invitrogen, Carlsbad, CA). Random-primed cDNAs were generated by reverse transcription of the total RNA samples with SuperScript II (Invitrogen). A quantitative real-time PCR analysis was performed using SYBR Premix-Ex TagTM (Takara, Dalian, China) on a Roche LightCycler 480 System (Roche Applied Science, Penzberg, Germany).The relative amount of each mRNA to mRNA of *ama-1* was calculated using the method described previously [60]. Primer pair sequences for qPCR amplification were designed using Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) and are available upon request. The values of mRNA were normalized against the control gene *ama-1*.

### Western blotting

For detection of protein expression, worms and tissue samples of mice were homogenized in liquid nitrogen. Then the homogenate was lysed on ice for 60 minutes in RIPA buffer (Beyotime Institute of Biotechnology, Haimen, China). The lysates of total protein were loaded 30–50 μg per well and separated on a 10% SDS polyacrylamide gel. Proteins were then transferred to immobilon-PSQ transfer PVDF membrane (Millipore, Bedford, MA). The anti-phospho-YAP-1(Ser104) and anti-YAP-1 rabbit polyclonal antibodies were raised against peptides PIHTRQVpSAPNLH and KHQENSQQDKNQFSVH, respectively, which were obtained from Wuxi AppTec Corporation (Shanghai, China). anti-GFP (#M20004, mouse mAb, 1:1000 dilution; Abmart Inc. Shanghai, China), anti-phospho-Lats1 (Thr1079) (#9113, rabbit polyclonal antibody, 1:1000 dilution; Cell Signaling Technology) and anti-actin antibodies (ACTN05, mouse mAb, 1:1000 dilution; Abcam, Shanghai, China). The secondary antibodies used were HRP-conjugated anti-mouse (1:5000 dilution; Beijing TransGen Biotech Co., China) or rabbit IgG (1:5000 dilution; Abmart Inc.). An imaging system (Amersham Imager 600) was used for documentation of the western results. Protein intensity was analyzed using the ImageJ software (NIH). Uncropped images of Western blots are shown in S11 Fig and S12 Fig.

### Immunofluorescence staining

Mouse colon tissues were fixed in acetone for 30 min then frozen at optimal cutting temperature. Standard immunofluorescence staining was performed on 6 μm frozen sections. After blocking with the mixture of 10% normal goat serum overnight, the sections were incubated with primary antibodies specific for YAP (#4912, rabbit polyclonal antibodies,1:200 dilution; Cell Signaling Technology) and E-cadherin (#14472, mouse mAb, 1:50 dilution; Cell Signaling Technology) overnight at 4°C. The sections were washed three times in PBS with 0.1% Tween-20 (PBST) then incubated with FTIC-conjugated secondary antibodies (#111-095-003, goat anti-rabbit IgG, dilution 1:50, Jackson ImmunoResearch Laboratories, West Grove, PA) for 1 hour, respectively. After washing three times with PBST, the slides were stained with 1 μg/ml of 4,6-diamidino-2-phenylindole (DAPI) for 30 min to detect nuclei. Then the antiquenching agent was used to cover the slices. Images were acquired on a Zeiss Axioskop 2 Plus fluorescence microscope.

### Microscopy

For imaging fluorescence in worms, *clec-85p*::*gfp*, *hmr-1p*::*hmr-1*::*gfp*, and *hmp-1p*::*hmp-1*::*gfp* animals or worms stained by FITC-dextran were mounted in M9 onto microscope slides. The slides were viewed using a Zeiss Axioskop 2 Plus fluorescence microscope. Averages and standard errors were calculated based on more than 100 worms for each condition. The intensity of GFP was analyzed using the ImageJ software (NIH). Imaging of immunofluorescence staining in mouse tissues was carried out using a Zeiss Axioskop 2 Plus fluorescence microscope.

### Detection of bacterial accumulation in worms

Colony forming units (CFU) of *P*. *aeruginosa* or *S*. Typhimurium in the intestine of worms were determined according to the method described previously [61, 62]. For measurement of *P*. *aeruginosa* or *S*. Typhimurium CFU, synchronized young adult worms were exposed to plates seeded with *P*. *aeruginosa* expressing GFP (a gift from Dr. K Zhu) or *S*. Typhimurium expressing GFP (the vector for GFP expression is a gift from Dr. XP Qi, Kunming Institute of Zoology, CAS) for 24 to 72 h at 25°C. Then worms were transferred to NGM plates seeded with *E*. *coli* OP50 for 15 min to eliminate *P*. *aeruginosa* or *S*. Typhimurium stuck to the worm bodies. Animals were twice transferred to new NGM plates seeded with *E*. *coli* to further eliminate external *P*. *aeruginosa* or *S*. Typhimurium. Then worms were collected and soaked in M9 buffer containing 25 mM levamisole hydrochloride (Sangon Biotech Co., Shanghai, China) for 30 min at room temperature. For surface sterilization, the worms were transferred to M9 buffer containing 25 mM levamisole hydrochloride and 100 μg/ml kanamycin for 1 h at room temperature. Then worms were washed three times with M9 buffer. 50 nematodes per condition were transferred into 50 μl PBS plus 0.1% Triton and ground. The lysates were diluted by 10-fold serial dilutions in sterilized water and spread over LB agar plates. After one day of incubation at 37°C, colonies of GFP-*P*. *aeruginosa*, or GFP-*S*. Typhimurium were counted.

### Statistics

All experiments were performed at least three times. Differences in survival rates were analyzed using the log-rank test. Differences in mRNA and protein levels, the percentage of body cavity-leakage, and CFU were assessed by performing a one-way ANOVA followed by a Student-Newman-Keuls test. Differences in YAP nuclear accumulation were analyzed using two-sample t-test. Data were analyzed using GraphPad Prism 7.0.

## Supporting information

S1 Fig Disruption of intestinal barrier in worms exposed to *S*. Typhimurium. **(A)** Intestinal permeability measured by food dye FD&C Blue No. 1 (FD&C Blue) and FITC-dextran staining in worms exposed *S*. Typhimurium. **(B)** Quantification of body-cavity leakages in animals over time. These results are means ± SD of three independent experiments (n ≥ 50 worms per experiment). **P < 0.01 relative to 0 h (One-way ANOVA followed by a Student-Newman-Keuls test).
(TIF) Click here for additional data file.

S2 Fig Comparison of gene expression between 138 differentially expressed genes containing the TEAD-binding at 24 hours and transcriptional responses at 4 hours after *P*. *aeruginosa* PA14 infection. Cluster I: The genes regulated by other transcription factors at 4 h and the TEAD/EGL-44-YAP-1/YAP complex at 24 hours; Cluster II: The genes regulated by the TEAD/EGL-44-YAP-1/YAP complex at 24 h.
(TIF) Click here for additional data file.

S3 Fig Overexpression of *yap-1* confers resistance to bacterial infections in worms. **(A and B)** Worms overexpressing *yap-1p*::*yap-1*::*gfp* were more resistant to infections with *P*. *aeruginosa* PA14 **(A)** or *S*. Typhimurium **(B)** than wild type (WT) worms. *P* < 0.01 relative to WT (Log-rank test). **(C)** The colony forming units (CFU) of *P*. *aeruginosa* or *S*. Typhimurium in the worms overexpressing *yap-1p*::*yap-1*::*gfp* were significantly lower than those in WT worms. These results are mean ± SD of seven independent experiments (n ≥ 50 worms per experiment). *P < 0.05 relative to WT (Two-sample t-test).
(TIF) Click here for additional data file.

S4 Fig Expression of *clec-85p*::*gfp* is upregulated in *hmr-1* RNAi-treated worms fed *E*. *coli* OP50. **(A)** Knockdown of *egl-44* and *yap-1* by RNAi reduced such an increase of *clec-85p*::*gfp* expression in *hmr-1* RNAi-treated worms. **(B)** Quantification of GFP levels. These results are means ± SD of three independent experiments (n ≥ 50 worms per experiment). **P < 0.01 (One-way ANOVA followed by a Student-Newman- Keuls test).
(TIF) Click here for additional data file.

S5 Fig Bacterial infection disturbs the distribution of HMR-1::GFP and HMP-1::GFP. **(A and B)** The distribution of HMR-1::GFP or HMP-1::GFP was distributed by *P*. *aeruginosa* PA14 **(A)** or *S*. Typhimurium **(B)**. Arrows point to the HMR-1 and HMP-1 localization.
(TIF) Click here for additional data file.

S6 Fig The phosphorylation levels of WTS-1/LATS1/2 are not altered after disruption of intestinal barrier. **(A)** *P*. *aeruginosa* infection did not influence the phosphorylation levels of WTS-1, which was detected using anti-phosho-Lats1 antibodies. The blot is typical of three independent experiments. **(B)** The phosphorylation levels of WTS-1 were not altered in worms subjected to *hmr-1*, *hmp-1*, and *hmp-2* RNAi under normal growth conditions (grown on *E*. *coli* OP50). The blot is typical of three independent experiments.
(TIF) Click here for additional data file.

S7 Fig PP2A is required for immune responses to *P*. *aeruginosa* infection. **(A)** Unsupervised hierarchical clustering of expression levels (qRT-PCR) of immune-related genes in worms subjected to *let-92*, *paa-1*, or *sur-6* RNAi after *P*. *aeruginosa* PA14 infection by using Origin 2019b. Each column represents an independent replicate. **(B)** Knockdown of *let-92*, *paa-1*, or *sur-6* by RNAi markedly accelerated worm death. *P* < 0.01 relative to empty vector (EV) (Log-rank test). **(C)** Knockdown of *let-92*, *paa-1*, or *sur-6* by RNAi increased the colony forming units (CFU) of *P*. *aeruginosa* PA14 in worms. These results are mean ± SD of eight independent experiments (n ≥ 50 worms per experiment). **P < 0.01 relative to EV (Two-sample t-test).
(TIF) Click here for additional data file.

S8 Fig Intestinal permeability is increased accompanied with a decrease in E-cadherin protein levels in the colon of mice after bacterial infection. **(A)** Intestinal permeability was measured by FITC-dextran in the serum after *P*. *aeruginosa* or *S*. Typhimurium infection (n = 8). **P < 0.01 relative to control (PBS) (Two-sample t-test). **(B)** Immunofluorescence staining revealed that the protein levels of E-cadherin in the colon of mice were markedly decreased at 48 h after *P*. *aeruginosa* or *S*. Typhimurium infection.
(TIF) Click here for additional data file.

S9 Fig Venn diagram of genes that are dependent upon TEAD/EGL-44, PMK-1 or ATF-7 after *P*. *aeruginosa* infection. **(A)** Upregulated genes; **(B)** Downregulated genes.
(TIF) Click here for additional data file.

S10 Fig Knockdown efficiency of RNAi. Knockdown of *hmr-1*, *hmp-1*, *hmp-2*, *paa-1*, *let-92*, *pptr-2*, *pph-6*, *pph-4*.*1*, and *ajm-1* in a 1/4 dilution, and *sur-6* and *rsa-1* in a 1/10 dilution resulted in a decrease in their expressions.
(TIF) Click here for additional data file.

S11 Fig Full scans for Figs 3D, 3E, 5C and 6C. (TIF) Click here for additional data file.

S12 Fig Full scans for Figs 7C and 8B, S6A and S6B. (TIF) Click here for additional data file.

S1 Table Genes are upregulated in worms at 24 h after *P*. *aeruginosa* infection. (XLSX) Click here for additional data file.

S2 Table Genes are downregulated in worms at 24 h after *P*. *aeruginosa* infection. (XLSX) Click here for additional data file.

S3 Table The 138 *P*. *aeruginosa*-regulated genes with CATCC DNA motifs in their promoters identified by Motif Enrichment Analysis. (XLSX) Click here for additional data file.

S4 Table The sizes of sample for each assay. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

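RNA of worms at 24 h and 25°C was sequenced in 9 libraries, 3 each of WT worms fed *E. coli* OP50, WT worms exposed to *P. aeruginosa* PA14 and *egl-44(mt2247)* worms fed *E. coli* OP50. The authors deposited 1 file per library with the FPKM of 20541 genes, a value scaled by transcript length and library total, computed by the authors or their sequencing company. Replicates were not pooled. The aligner, the genome build, the annotation, the treatment of reads shared by several genes and the strandedness are not given in the sources used here. No raw reads were analysed here. Gene symbols were taken from the deposited gene identifiers through reference tables, which gave a symbol for 19587 of the 20541 identifiers. No coordinates are printed, because the build of the files is not given.

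The number of reads behind each value was recovered from the smallest steps between FPKM values. Of 19711 genes above 0 in any library, 99.16% had values within 0.01 of a whole number of reads. The library totals were 17293200, 14898657 and 16020488 reads for WT worms on *E. coli* OP50, 14084626, 16320443 and 15689758 for WT worms on *P. aeruginosa* PA14, and 17831389, 13638251 and 15985954 for *egl-44* worms, with medians of 16020488, 15689758 and 15985954. A single read on a transcript of 1 kb was worth 0.0561 to 0.0733 FPKM. These precisions cover counting error only, because the libraries have no molecular identifiers. The 10 genes with the highest FPKM took 4.69% to 6.30% of the FPKM of a library.

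Each comparison was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(FPKM + 0.5) of its 6 libraries, for genes with a mean of at least 0.5 FPKM over them. The comparisons were *P. aeruginosa* PA14 against *E. coli* OP50 in WT worms, and *egl-44* against WT worms on *E. coli* OP50. A gene was called at an unadjusted p under 0.05 and a fold change over 2, and a second count used the Benjamini-Hochberg adjusted p. All adjusted p-values of single genes are from this fit or, where given without PA14 replicate 2, from the same fit of the other 5 libraries. Gene sets were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry. Exact permutation tests compare the FPKM of single genes and are two-sided. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The steps were tested on simulated data before use, with 200 genes changed by a log2 fold change of 2. The changed genes were taken above a floor of expression. Noise was drawn for each gene by itself, so variation shared between genes is left out. For PA14 against OP50, with 15155 genes tested, 95% of the changed genes were called, 61% after adjustment, and 259 unchanged genes were called, 7 after adjustment. For *egl-44* against WT, with 15052 genes tested, these values were 97%, 72.5%, 232 and 11.

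The fold changes of S1 and S2 Tables showed that the paper's comparison used PA14 replicates 1 and 3 and all 3 OP50 libraries, since only this subset matched them. Values at the paper's sentences are therefore given without PA14 replicate 2 and with all 6 libraries. The copy of S1 Table used here holds 592 of 593 genes, of which 585 were matched by name, and S2 Table holds 239 genes, of which 236 were matched. The unmatched names were *pme-4*, *pqn-97*, *dct-3*, *ZC132.4*, *his-11*, *fbxa-162* and *K07B1.8* in S1 Table and *C38C3.7*, *C03A7.12* and *F44E2.11* in S2 Table. All 138 genes of S3 Table were matched.

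Genes were named in the text by a rule. It takes every gene that the paper's text names by its worm symbol, 44 in all. It adds the 5 genes with the largest positive and the 5 with the largest negative log2 fold change of each comparison. The same was done for PA14 against OP50 without PA14 replicate 2. These genes were taken among those past the adjusted limit whose groups do not overlap. Some genes are named outside this rule, such as members of gene families and lists. Values in S1 to S3 Tables had been seen when this rule was written. The names *lad-1* and *C06G1.5* were not in the reference tables, so the other 42 genes have values. The paper writes both *rsa-1* and *ras-1* for a PP2A subunit gene, which was read as *rsa-1*. Gene lists for oocyte and eggshell, moulting, vitellogenin and embryo genes were written after the *egl-44* pattern and the distance of PA14 replicate 2 had been seen, and before the values of the lists were seen, apart from *vit-2*.

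The alternatives were a pseudocount of 0.1 or 1 FPKM, no filter or a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, robust empirical Bayes, no trend, 1 fit of all 9 libraries, a replicate block, leaving out each library in turn, a fold change over 4, camera with an estimated correlation, and separate OP50 libraries for the comparisons. They were chosen before the data were examined. Limma voom on the recovered reads and the log2 ratio of scaled group means were chosen after seeing the data. The search for CATTCC in promoters and the position of these sites were not run, because a genome sequence was not used here. The measurements by qRT-PCR, the Gene Ontology enrichment and the data at 4 h were not analysed here.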

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

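The tests of library totals, of the share of the largest genes and of the place of the mutant libraries were chosen after the result was seen. The gene lists for the developmental stage were written after the pattern was seen and before their values were seen, apart from *vit-2*.

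The paper reports no RNA-Seq of *egl-44(mt2247)* worms, and the 3 libraries of these worms on *E. coli* OP50 show a signal against the 3 WT OP50 libraries. Of 15488 genes tested with limma, 2577 were higher and 3572 lower at an adjusted p under 0.05 and a fold change over 2 (2780 and 3625 at an unadjusted p). Of the calls at the unadjusted p, 43.4% were higher, 36.9% with median-of-ratios scaling and 59.2% with quantile normalization, while the median log2 fold change of all genes was 0.12, 0.01 and 0.31. The largest positive changes were in *col-36* (log2 fold change 7.22), *col-41* (6.91), *col-158* (6.30), *R57.2* (6.23) and *col-54* (5.87), and the largest negative changes in *col-81* (-9.02), *col-129* (-8.53), *col-19* (-8.52), *col-139* (-8.44) and *col-122* (-8.31). The *egl-44* transcript had 32.5, 37.8 and 28.2 FPKM in the mutant and 16.1, 21.5 and 16.0 FPKM in WT worms (log2 fold change 0.86, limma adjusted p = 0.0103). It is not lower in the mutant, so it does not check the labels of these libraries. Of the 10 ways to split the 6 libraries into 3 and 3, only the real one gave as many calls (1 of 10, and 1 of 10 after adjustment). With 10 splits the share cannot go under 0.1, so this count by itself cannot exclude chance.

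Library totals argue against a difference in depth, since the ratio of the median totals of mutant and WT libraries was 0.998. The 10 largest genes took at most 6.3% of the FPKM of a mutant library, which argues against a few genes taking most of the reads. With median-of-ratios scaling 6221 genes were called, compared with 6405 on the deposited scale, which argues against the authors' normalization as the whole cause. Across genes, Spearman's rho of the log2 fold change and the exon length was 0.027, which argues against a length bias.

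A younger developmental stage of the mutant worms is a candidate explanation. The median log2 fold change of 12 oocyte and eggshell genes was -5.37, with 12 of 12 lower, and that of 10 moulting genes was 3.89, with 10 of 10 higher. All of these genes were above 0 in WT worms on *E. coli* OP50, and 1 of the moulting genes is in the paper's tables. The most abundant gene of the oocyte and eggshell list, *cpg-2*, had 446, 502 and 920 FPKM in WT worms and 11.6, 8.95 and 16.9 FPKM in the mutant. The 6 vitellogenin genes had a median of -7.53, and the 3 tested genes of the embryo list had a median of 0.90. Genotype and stage are confounded in these libraries, so a slower development of the mutant, a different age at collection and a direct effect of EGL-44 on these genes stay open. The sample numbers of the mutant libraries lie far from those of the WT libraries, so a batch confounded with the genotype stays open. The labels name no batch, and none was tested. On the first principal component of all 9 libraries, 0 of the 3 mutant libraries lay on the side of the WT libraries, but a wrong label on the whole group cannot be told apart from the genotype either. The biological difference that the design names, the *egl-44* mutation, stays open and untested.

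The same libraries show a signal in the TEAD-site genes of S3 Table, of which 127 were tested in the mutant, with 26 called higher and 19 lower. The list has 81 tested genes that were higher on *P. aeruginosa* PA14 with all 6 WT libraries. Of these, 68 (84.0%) were higher in the mutant on *E. coli* OP50 than in WT worms. The genes called higher numbered 19 (30 with quantile normalization and 15 with median-of-ratios scaling). *dod-24*, *ZK105.1* and *Y54G2A.49* were called lower, and are named after their values were seen. The median log2 fold change was 0.64, and camera gave p = 4.40e-05 (fry 0.00125), which did not hold with an estimated correlation (p = 0.0738). The 46 genes that were lower on *P. aeruginosa* PA14 had 20 genes higher in the mutant, with 7 called higher and 16 lower. Camera ranked them lower than the other genes without passing 0.05, and fry put them lower (fry 0.0193), which depends on the setting. Fry ranged from 0.00570 to 0.168 over the alternatives, and was above 0.05 without replicate 1 (0.0786) or 2 (0.0775) of the mutant and without OP50 replicate 2 (0.168), where 24 of 45 genes were higher. It was also above 0.05 with all 9 libraries in 1 fit (0.164), with voom, chosen after seeing the data (0.0859), and with replicate numbers as a block (0.0890). With a mean of at least 5 FPKM camera and fry both turned to higher (fry 0.105). The WT OP50 libraries are shared by both comparisons. In 100 simulations of an unchanged mutant with this list kept fixed, 33.1% to 70.7% (95% range, median 51.6%) of the genes were higher. New noise was drawn for the OP50 libraries, so this range leaves out their part in the choice of the list. It cannot test the effect of sharing them. With separate OP50 libraries for the comparisons, 65 to 69 of 80 to 83 genes were higher and camera ranked them higher in each of the 6 divisions. The result with separate libraries argues against libraries shared between the 2 fits as the cause. The paper chose the genes of S3 Table on all 3 OP50 libraries, so the divisions cannot exclude an effect of that choice. Among the 10 splits of the libraries, 3 gave a camera p as small for the first list and 5 for the second, so this count cannot exclude chance. The change of these genes may follow the difference in stage as well as the mutation, and the libraries cannot separate these.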

How the results depend on the processing

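Each result was recomputed with all libraries of its comparison except where 1 was left out. Limma voom on the recovered reads and the log2 ratio of scaled group means were chosen after seeing the data. The search for CATTCC in promoters with a shorter promoter, with at least 2 sites, with adjusted calls or with the wider logo was not run, because a genome sequence was not used here. Where no reason is given, the cause was not tested.

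For *P. aeruginosa* PA14 against *E. coli* OP50, 1102 genes were called higher and 281 lower. A mean of at least 5 FPKM gave 603 and 183, with fewer genes tested, and a fold change over 4 gave 232 and 67. Median-of-ratios scaling gave 653 and 603 and quantile normalization 521 and 667, with the median of all genes moved from 0.25 to 0.01 and 0.03. Leaving out 1 library gave 749 to 1602 higher and 144 to 993 lower. After adjustment the counts were 114 higher and 12 lower. They were 74 and 5 with no filter, 60 higher with median-of-ratios scaling, 57 and 7 with quantile normalization, 246 and 31 with all 9 libraries in 1 fit, 50 and 5 with voom, 75 higher with a fold change over 4, 4 lower with no trend, and 7 to 102 higher and 0 to 18 lower with 1 library left out. The 0 is the count without OP50 replicate 1, where 165 genes were lower at an unadjusted limma p.

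For *egl-44* against WT worms, 2780 genes were called higher and 3625 lower, 2577 and 3572 after adjustment. A mean of at least 5 FPKM gave 1627 higher (1531 after adjustment), with fewer genes tested, and quantile normalization gave 4336 (4144). A fold change over 4 gave 617 higher and 2163 lower (576 and 2157 after adjustment). Leaving out any 1 library kept these counts within 1.5 times.

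Of the TEAD-site genes, 77 were called higher on *P. aeruginosa* PA14 and 45 with a mean of at least 5 FPKM, where fewer were tested. The 39 called lower became 24 to 37 with 1 library left out, 24 without PA14 replicate 2 and 25 without OP50 replicate 2. Of the 18 genes of Clusters I and II, 11 were called, and 11 to 18 with 1 library left out, with 18 without PA14 replicate 2. After adjustment, 21 TEAD-site genes were higher and 3 lower, and 1 to 18 and 0 to 4 with 1 library left out. All 9 libraries in 1 fit gave 36 and 6, and voom 14 and 1. No filter, median-of-ratios scaling and no trend each gave 0 lower. Of the 18 genes, 5 passed after adjustment, and 0 to 5 with 1 library left out. Among the libraries left out, 0 genes were lower without OP50 replicate 1 or 2 or PA14 replicate 3, with 26, 25 and 37 lower at an unadjusted limma p. The 0 of 18 is the count without OP50 replicate 2, with 14 at an unadjusted limma p. A replicate block gave 0 after adjustment in both lists, with 76 and 36 and with 11 at an unadjusted limma p. In the mutant, 26 TEAD-site genes were called higher and 19 lower, and 15 and 8 with a mean of at least 5 FPKM.

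Of the *clec-* genes, 14 were called lower and 8 without OP50 replicate 2. Of the lysozymes, 4 were called lower and 8 without OP50 replicate 3. Of the *fbxa-* genes, 46 were called higher, 25 with quantile normalization and 15 with a mean of at least 5 FPKM. The camera p of the *clec-* family (0.560, lower) turned to higher with a mean of at least 5 FPKM (0.792), median-of-ratios scaling (0.321) and quantile normalization (0.962), and ranged from 0.179 to 0.971 with 1 library left out, higher without OP50 replicate 3 and without PA14 replicate 3. That of the lysozymes (0.0516) went under 0.05 with a pseudocount of 1 (0.0489) and no trend (0.0370), and ranged from 0.00132 to 0.171 with 1 library left out. The *ugt-* family (0.168) turned to higher with a mean of at least 5 FPKM (0.825). With an estimated correlation, the *fbxa-* family (0.151), the *col-* family (0.283) and the TEAD-site genes higher on *P. aeruginosa* PA14, in the mutant (0.0738), lost their threshold. The TEAD-site genes lower on *P. aeruginosa* PA14 turned to higher in the mutant with a mean of at least 5 FPKM (0.119). The correlation of the effects of the mutation and of *P. aeruginosa* PA14 across genes turned from 0.293 to -0.011 with OP50 replicates 1 and 2 for PA14 and OP50 replicate 3 for the mutant.

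The genes that the paper names and those with the largest changes on *P. aeruginosa* PA14 make 55 with values for PA14 against OP50, and 952 of 985 values under an alternative kept the direction and the side of the threshold, 19 passed it newly, 1 lost it and 13 changed direction. For the mutant, with the genes that the paper names and those with its largest changes, these were 50 genes, 840 values, 816, 14, 2 and 8. Among these genes, the direction changed where the log2 fold change was near 0. On *P. aeruginosa* PA14, *let-92* (0.11), *pptr-2* (0.22), *pph-4.1* (0.13) and *ama-1* (0.07) went to -0.14, -0.03, -0.12 and -0.19 with median-of-ratios scaling and with the ratio of scaled means, and *pph-4.1* and *ama-1* to -0.08 and -0.11 with quantile normalization. Without PA14 replicate 2, *let-92* and *pph-4.1* went to 0.00 and *ama-1* to -0.04, and with 1 library left out the highest values were 0.20, 0.22 and 0.13. In the mutant, *pph-4.1* went to 0.11 and *Y46D2A.2* to 0.09 with quantile normalization. With 1 library left out, *atf-7* was -0.18 to 0.00, *Y46D2A.2* -0.49 to 0.09, *fbxa-60* -0.60 to 0.02 and *clec-264* -0.06 to 0.43.

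The replicate numbers do not pair the libraries. Deviations of same-numbered libraries from their group means correlated at -0.191, -0.236 and -0.550 for *P. aeruginosa* PA14 and *E. coli* OP50, and at 0.081, 0.064 and 0.091 for the mutant and WT worms. A replicate block gave 994 genes higher and 229 lower on *P. aeruginosa* PA14, 3 and 0 after adjustment in limma, and a camera p of 0.0125 for the lysozymes. For the mutant it gave 2857 and 3608 genes, 2641 and 3529 after adjustment.

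Depth limits genes near the filter, since 1 read on a transcript of 1 kb was worth 0.0561 to 0.0733 FPKM. In data simulated for *P. aeruginosa* PA14 against *E. coli* OP50, 259 unchanged genes of 15155 tested were called at the unadjusted p and 7 after adjustment. The simulated noise was independent between genes, so these counts do not cover variation that many genes share.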

Differences from the paper's values

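The paper reports 832 differentially expressed genes, and 1383 were called here with all 6 libraries. The counts were within 1.5 times of the paper's with a pseudocount of 1 (1090), a mean of at least 5 FPKM (786), quantile normalization (1188), a replicate block (1223), without OP50 replicate 1 (914), without OP50 replicate 2 (989) and without PA14 replicate 2 (918). They were not with a pseudocount of 0.1 (1627), no filter (1387), median-of-ratios scaling (1256), robust empirical Bayes (1371), no trend (1337), all 9 libraries in 1 fit (1546), without OP50 replicate 3 (1724), without PA14 replicate 1 (1486) and without PA14 replicate 3 (2595).

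The paper reports 593 upregulated genes, and 1102 were called here with all 6 libraries. The counts were within 1.5 times of the paper's with a pseudocount of 1 (854), a mean of at least 5 FPKM (603), median-of-ratios scaling (653), quantile normalization (521), without OP50 replicate 1 (749), without OP50 replicate 2 (845) and without PA14 replicate 2 (751). They were not with a pseudocount of 0.1 (1324), no filter (1107), robust empirical Bayes (1094), no trend (1071), all 9 libraries in 1 fit (1255), a replicate block (994), without OP50 replicate 3 (1298), without PA14 replicate 1 (1253) and without PA14 replicate 3 (1602). For the downregulated genes, the paper's 239 and the 281 here are within 1.5 times, but not with median-of-ratios scaling (603), quantile normalization (667), without OP50 replicate 2 (144), without OP50 replicate 3 (426) and without PA14 replicate 3 (993).

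On the scale of the log2 ratio of mean FPKM, 4 of the 23 genes the paper's text names for qRT-PCR differ from the paper's S1 Table by more than the replicate SD with all 6 libraries. The paper's value is 2.33 for *fbxa-30* and the value here 3.05, the paper's is 1.37 for *fbxa-60* and the value here 1.81, the paper's is 4.49 for *F35E12.2* and the value here 5.48, and the paper's is 1.06 for *clec-264* and the value here 1.77. Without PA14 replicate 2 the values were 2.54, 1.57, 4.69 and 1.25, and with median-of-ratios scaling 2.75, 1.54, 5.18 and 1.49, within the SD in all 4 genes. They were also within it without OP50 replicate 1 for *fbxa-30* (2.90) and *clec-264* (1.47), without OP50 replicate 2 for *F35E12.2* (4.90) and without OP50 replicate 3 for *fbxa-30* (2.76). The other libraries left out in turn did not bring them within it. Median-of-ratios scaling without PA14 replicate 2, chosen after seeing the values, gave the paper's fold change within 0.05 in 821 of 821 matched genes of S1 and S2 Tables. It is a ratio without a test and calls no genes.

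The paper lists the 18 genes of Clusters I and II that it names as upregulated. With all 6 libraries 11 of the 18 were called, and without PA14 replicate 2 all 18. The paper chose these genes on the libraries without PA14 replicate 2, so the count of 18 is not independent evidence. Of the 138 genes with TEAD-binding sites, all of which the paper reports as differentially expressed, 92 were higher and 46 lower with all 6 libraries, and 77 and 39 were called. Without PA14 replicate 2 the called genes were 85 and 24.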

Other observations

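The test of the library total of PA14 replicate 2, and the matched random lists beside the embryo genes, were chosen after the values they measure were seen. The embryo and oocyte lists were written after the distance of this library had been seen and before their own values were seen.

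PA14 replicate 2 stands apart from the other WT libraries. On the first principal component of the 6 WT libraries (60.3% of the variance) the scores were 27.9, 114.3 and -10.1 for PA14 replicates 1, 2 and 3 and -69.1, -53.3 and -9.8 for OP50 replicates 1, 2 and 3. Its total of 16320443 reads lies within the range of the other WT libraries, and its 10 largest genes took 4.81% of the FPKM, which argues against depth and against a few genes taking most of the reads. RNA of embryos is a candidate explanation. Of 16 embryo genes, 14 were highest in PA14 replicate 2 among the 3 PA14 libraries. Of all genes above 0, 51.5% were highest in this library. Random lists matched on expression had 7.3 on average, and 99.96% of 10000 such lists had fewer than 14. Of the 16 genes, 12 were above 0 in worms fed *E. coli* OP50 and none is in the paper's tables. The genes of the list with the highest values in PA14 replicate 2 itself, *elt-1*, *nob-1*, *hnd-1* and *hlh-1*, had 17.6, 14.9, 8.49 and 7.71 FPKM there, compared with 7.41 and 7.82, 6.77 and 8.21, 1.44 and 0.305, and 2.20 and 3.35 FPKM in PA14 replicates 1 and 3. Over the WT libraries *elt-1*, *nob-1* and *hlh-1* are the most abundant, and their rise as a ratio is smaller than that of *hnd-1*. In the *egl-44* libraries, low in oocyte and eggshell genes, *elt-1*, *nob-1* and *hlh-1* reached 13.1, 14.1 and 11.5 FPKM. Their values alone therefore do not single out embryos. *pes-10* and *ceh-51* had 6.03 and 4.06 FPKM in PA14 replicate 2 and at most 0.0 and 0.227 FPKM in the mutant. Other genes were low even in PA14 replicate 2, such as *tbx-35* (0.125 FPKM). The oocyte and eggshell list had a mean log2 value of 8.38 in PA14 replicate 2 and 8.22 and 7.53 in PA14 replicates 1 and 3. In OP50 replicates 1, 2 and 3 this mean was 6.76, 7.19 and 8.01. The severity of the infection and the age of the worms in single libraries are not given, so a biological difference between the replicates stays open.

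For *P. aeruginosa* PA14 against *E. coli* OP50, 2 of the 10 splits of the 6 libraries into 3 and 3 gave as many called genes as the real split, the real one included, and 1 of 10 after adjustment. The other split sets OP50 replicates 1 and 2 with PA14 replicate 3 against the rest and gave 1558 called genes, 40 after adjustment. Among the WT libraries, OP50 replicates 1 and 2 and PA14 replicate 3 had the lowest mean log2 values of the oocyte and eggshell list (6.76, 7.19 and 7.53). The remaining 8 splits gave 34 to 205 called genes at an unadjusted limma p and 0 after adjustment. For the families, the splits with a camera p as small numbered 8 for *clec-*, 5 for the lysozymes, 1 for *fbxa-*, 7 for *col-* and 7 for *ugt-*. With 10 splits the share cannot go under 0.1, so this count by itself cannot exclude chance for any of these results.

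In *egl-44* worms on *E. coli* OP50, 17 of the 18 named genes of Clusters I and II were tested, and 14 were higher than in WT worms (15 with quantile normalization). Of these, 3 were called higher and none lower, *clec-67* with a log2 fold change of 1.70 (limma adjusted p = 3.31e-04), *clec-85* with 1.12 (adjusted p = 0.0108) and *M04C3.2* with 1.34 (adjusted p = 0.00432). Without OP50 replicate 3, *clec-85* changed by 0.88 and was not called. Without replicate 2 of the mutant, 6 were called higher, and with quantile normalization 8. In these genes the paper's qRT-PCR found no influence of the mutation on *E. coli* OP50. Its values are relative to *ama-1*, which changed by -0.58 in the mutant libraries, so the 2 measures are unlike. Genotype and stage are also confounded in these libraries, so the difference from the paper cannot be assigned to the mutation. Of the 5 genes without a TEAD-binding site, *F35E12.5* (log2 fold change 2.67, adjusted p = 0.00474) and *Y51B9A.8* (1.32, adjusted p = 0.0279) were called higher in the mutant and *dod-21* and *clec-45* were not, with changes of 0.92 and 0.75. Without replicate 3 of the mutant, only 3 of the 5 genes were tested, *dod-21* (1.55), *clec-45* (1.13) and *F35E12.5* (2.47). All 3 were called higher. On *P. aeruginosa* PA14, these 5 genes, with *pgp-7*, were called higher both without PA14 replicate 2 and with all 6 libraries.

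Across 15093 genes, the log2 fold changes of the mutation and of *P. aeruginosa* PA14 correlated at Pearson's r = 0.293 and Spearman's rho = 0.282. Genes are not independent replicates, and both comparisons share the WT OP50 libraries. In 100 simulations with both groups unchanged, r was -0.407 to 0.943 (95% range, median 0.465). With separate OP50 libraries r was -0.011 to 0.447. The correlation cannot be told apart from that of shared libraries, because it lies within the simulated range.

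The number of TEAD sites that S3 Table lists for a gene, 1 to 8, was tested as a source of the size of the change on *P. aeruginosa* PA14. Across 138 genes, Spearman's rho of the number of sites and the absolute log2 fold change was 0.129 and Pearson's r 0.157 (one-sided permutation test, 10000 permutations, p = 0.0677 for rho). The test neither shows nor excludes such a relation.

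Of the other genes the paper names, none of the junction genes *hmr-1*, *hmp-1*, *hmp-2* and *ajm-1* passed the adjusted limit on *P. aeruginosa* PA14, with log2 fold changes of 0.33 to 0.70 with all 6 libraries and 0.23 to 0.46 without PA14 replicate 2. None of the phosphatase genes *let-92*, *paa-1*, *sur-6*, *pptr-2*, *rsa-1*, *gsp-3*, *gsp-4*, *pph-4.1* and *pph-6* passed it either, with log2 fold changes of -0.95 to 0.97 and -0.58 to 0.83. *pmk-1* and *atf-7* changed by 0.75 and 0.45 with all 6 libraries and by 0.51 and 0.45 without PA14 replicate 2. *ama-1*, which the paper names as a reference, changed by 0.07 and -0.04, and in the mutant by -0.58. In the mutant, *gsp-3* (-6.41) and *gsp-4* (-5.73) had the largest changes among these genes. Genotype and developmental stage are confounded in the mutant libraries, so these changes cannot be assigned to the mutation.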
